# Impact of methoxyacetic acid on mouse Leydig cell gene expression

**DOI:** 10.1186/1477-7827-8-65

**Published:** 2010-06-18

**Authors:** Gargi Bagchi, Yijing Zhang, David J Waxman

## Abstract

**Background:**

Methoxyacetic acid (MAA) is the active metabolite of the widely used industrial chemical ethylene glycol monomethyl ether, which is associated with various developmental and reproductive toxicities, including neural toxicity, blood and immune disorders, limb degeneration and testicular toxicity. Testicular toxicity is caused by degeneration of germ cells in association with changes in gene expression in both germ cells and Sertoli cells of the testis. This study investigates the impact of MAA on gene expression in testicular Leydig cells, which play a critical role in germ cell survival and male reproductive function.

**Methods:**

Cultured mouse TM3 Leydig cells were treated with MAA for 3, 8, and 24 h and changes in gene expression were monitored by genome-wide transcriptional profiling.

**Results:**

A total of 3,912 MAA-responsive genes were identified. Ingenuity Pathway analysis identified reproductive system disease, inflammatory disease and connective tissue disorder as the top biological functions affected by MAA. The MAA-responsive genes were classified into 1,366 early responders, 1,387 mid-responders, and 1,138 late responders, based on the time required for MAA to elicit a response. Analysis of enriched functional clusters for each subgroup identified 106 MAA early response genes involved in transcription regulation, including 32 genes associated with developmental processes. 60 DNA-binding proteins responded to MAA rapidly but transiently, and may contribute to the downstream effects of MAA seen for many mid and late response genes. Genes within the phosphatidylinositol/phospholipase C/calcium signaling pathway, whose activity is required for potentiation of nuclear receptor signaling by MAA, were also enriched in the set of early MAA response genes. In contrast, many of the genes responding to MAA at later time points encode membrane proteins that contribute to cell adhesion and membrane signaling.

**Conclusions:**

These findings on the progressive changes in gene expression induced by MAA in a cultured Leydig cell model may help elucidate signaling pathways that lead to the testicular pathophysiological responses induced by MAA exposure and may identify useful biomarkers of MAA toxicity.

## Background

Methoxyacetic acid (MAA) is the primary active metabolite of the industrial chemical ethylene glycol monomethyl ether, a component of paints, inks, varnishes and anti-icing additive in jet fuels [1]. MAA exposure is associated with various developmental and reproductive toxicities in both rodents and humans, including decreased sperm production reflecting increased apoptosis of primary spermatocytes [2] and is accompanied by gene expression changes in germ cells (reviewed in [3]). However, the precise testicular cell target(s) of MAA that lead to the observed increase in germ cell apoptosis are uncertain. The survival and proper functioning of germ cells requires cooperation of several testicular cell types, including Sertoli cells, which nurture the developing germ cells through spermatogenesis [4], and Leydig cells, the major site of testosterone production in males [5]. MAA-induced changes in gene expression in Sertoli and Leydig cells could therefore have a significant impact on germ cell behavior and overall reproductive function. While MAA-induced changes in Sertoli cell gene expression have been described [6], the impact of MAA on Leydig cell gene expression has not been investigated.

Environmental chemicals that interfere with normal Leydig cell gene expression have the potential to impact germ cell function. Leydig cell lines have been useful for investigating the testicular actions of environmental chemicals, including effects on gene expression [7], and in the case of MAA, changes in gene expression have been investigated using the cultured TM3 Leydig cell model, which is derived from the testis of the immature Balb/c mouse [8]. In particular, MAA was found to alter the expression of TM3 cell genes involved in testosterone biosynthesis (*Cyp17a1*) and androgen binding (*Shbg*) [9]. Presently, we use this same Leydig cell model to characterize the sequential changes in gene expression that occur following MAA exposure. Genome-wide transcriptional profiling was carried out to elucidate the global impact of MAA treatment at each of three time points (3, 8 and 24 h) in an effort to identify both early (primary) and late (secondary) MAA response genes. Cells were treated with MAA at 5 mM, corresponding to the plasma concentration associated with ethylene glycol monomethyl ether-induced germ cell toxicity in mice [10], and at 1 mM, to identify genes affected at a concentration of MAA similar to that seen in exposed humans [11]. A total of 3,912 genes responsive to 5 mM MAA treatment were identified, 1,629 of which were also responsive at 1 mM MAA. The early MAA-responsive genes include 106 genes involved in transcriptional regulation, whereas many of the genes responding to MAA at later time points encode membrane proteins that contribute to cell adhesion and membrane signaling. These MAA-induced perturbations of cellular and biological functions may help elucidate the signaling pathways perturbed by this environmental toxicant and explain its mechanism of action at the gene level.

## Methods

### Chemicals and reagents

MAA and horse serum were purchased from Sigma Chemical Co. (St. Louis, MO). DMEM-F12 culture medium, fetal bovine serum (FBS) and TRIzol reagent were purchased from Invitrogen Corp. (Carlsbad, CA).

### MAA treatment of TM3 cells and RNA analysis

Mouse TM3 Leydig cells (American Type Culture Collection, Manassas, VA) were grown in DMEM-F12 medium containing 5% horse serum and 2.5% FBS. Cells were grown to ~60% confluence and treated with culture medium alone, or with culture medium containing 1 mM or 5 mM MAA for either 3, 8 or 24 h. Total RNA was then isolated using TRIzol reagent, followed by incubation with RQ1 RNAse-free DNAse for 1 h at 37°C and then heat inactivation at 75°C for 5 min. A total of 6 cultures of TM3 cells were independently treated with MAA under each of the 6 treatment conditions specified above (i.e., 1 mM or 5 mM MAA for either 3, 8 or 24 h), and the corresponding 36 RNA samples were validated by RNA integrity analysis (Agilent Bioanalyzer). Each RNA sample was also validated in terms of the MAA response by qPCR analysis using SYBR Green I-based chemistry [12] and primers specific for 3 genes known to respond to MAA (*Cyp17a1*, *Shbg*, and *Igfbp3; *[9]) to verify consistency of the MAA responses. Dissociation curves were examined after each qPCR run to ensure amplification of a single, specific product at the correct melting temperature. The 6 RNA samples for each treatment condition were then used to prepare two independent pools (n = 3 RNA samples each) for microarray analysis with dye swaps, as described below. Microarray results were validated for 6 genes, three of which were induced at both 1 mM and 5 mM MAA, and three of which were repressed at 5 mM MAA. Data are presented as the expression of the gene of interest relative to an 18 S RNA internal control in the MAA-treated sample compared with the untreated control, as determined using the comparative Ct method [13], and are based on duplicate RNA samples for each of three independent experiments for each condition of MAA treatment, with all six samples assayed in triplicate (mean ± SE for n = 3).

### Microarray analysis

The Agilent Whole Genome Mouse Microarray platform (catalog G4122F; Agilent Technology) was used to characterize MAA-induced changes in TM3 cell gene expression. This array contains 41,174 mouse probes (features), each consisting of a 60-mer oligonucleotide. Accession numbers were obtained for 39,355 out of the 41,174 probes, of which 33,011 were assigned gene names. An additional 3,570 probes were assigned gene names using the microarray probe annotation tool AILUN [14] to map microarray probes to Entrez genes [15]. Each probe corresponding to a distinct mouse transcript is referred to as representing a separate gene/gene product. RNA samples pooled from 3 separate TM3 cell cultures were analyzed in a total of six separate competitive hybridization experiments, corresponding to the above specified combinations of exposure time (3 h, 8 h, and 24 h) and MAA concentration (1 mM, 5 mM). Sample labeling, hybridization to microarrays, scanning and calculation of normalized expression ratios were carried out at the Wayne State University Institute of Environmental Health Sciences microarray facility using Alexa 555 and Alexa 647 aminoallyl-aRNA samples as described [16]. Dye swap experiments were carried out using a separate pool of three MAA-treated TM3 cultures. To carry out the dye swaps, Alexa 555-labeled RNA from one of the MAA-treatment conditions was mixed with Alexa 647-labeled RNA from the untreated control at the same time point, and vice versa. TIFF images of each scanned slide were analyzed using Agilent's feature extraction software with linear and LOWESS normalization followed by combination of dye-swap samples and calculation of weighted ratios and *p*-values based on the Rosetta error model using Rosetta Resolver (version 5.1, Rosetta Biosoftware, Seattle, WA) [17]. Features flagged in either channel were excluded from analysis. The final set of expression ratios and *p-*values is available as GEO series GSE-20625.

### Statistical analysis

In those cases where two or more probes mapped to the same gene accession and gave the same pattern of expression across all microarrays (reflecting probe redundancy in the array platform), a single representative probe was retained in the final data set. Of the 41,174 probes included on the array, 33,940 non-redundant probes were identified for the 5 mM MAA treatment data set. The statistical significance of differential expression of each corresponding transcript was determined by application of a filter (*p *< 0.005) to the Rosetta-generated *p-*values. Next, an absolute log_2 _ratio filter of >2 SD above the mean value was combined with the above *p*-value filter to determine the number of gene transcripts that were differentially regulated at any of the three time points. In total, 3,912 probes met the combined thresholds for differential expression in at least one of the three 5 mM MAA time points. Of the 33,940 non-redundant probes, 5,031 met the >2 SD differential expression filter for at least one of the three microarray comparisons. The number of probes expected to meet the combined threshold (*p *< 0.005 and >2 SD fold-change expression) by chance is 0.005 × 5,031, or 25 probes. The actual number of probes meeting the combined threshold was 3,912, corresponding to an apparent FDR of 25/3,912, or 0.64%. Commonly used multiple testing correction methods such as Bonferroni or Holm step-down were not applied as these eliminate a large number of true positives and introduce an inappropriate over correction.

A system of binary and decimal flags was used to cluster the differentially regulated genes into subgroups based on expression ratios [18]. Briefly, all genes that met both the fold change and the statistical significance threshold criteria (average ratio >2, and *p *< 0.005) for one or more of the three 5 mM MAA treatment conditions were assigned a binary flag value of 1, 2, 4 respectively. The sum of these binary flag values defines the whole number portion of the flag assigned to each gene and indicates which of the three microarrays met the specified threshold criteria in our analysis. In addition, decimal values of 0.1, 0.01, 0.001 or 0.2, 0.02, 0.002, were respectively assigned to each of the three microarrays to indicate the direction of regulation of the genes in the array (decimal flags with values of 1 indicate up-regulation, whereas those with a value of 2 indicate down-regulation). Thus, for each gene, the Total Flag Sum (TFS), comprising the binary sum plus the decimal values, indicates which of the three arrays met the threshold criteria for inclusion and the direction of regulation. A similar flag system was used to identify common response genes at 1 mM and 5 mM, with by extending the TFS to six binary flags (1, 2, 4, 8, 16 and 32) and six decimal values (0.1, 0.01, 0.001, 0.0001, 0.00001, 0.000001 or 0.2, 0.02, 0.002, 0.0002,0.00002, 0.000002), except that in that case the average ratio threshold was set at >2SD, corresponding to a fold change of >2-fold for the 5 mM MAA data set and >1.5-fold for the 1 mM MAA data set.

Principal component analysis was used to extract characteristic patterns from the six microarray data sets. 5624 genes responding to either 1 mM MAA or 5 mM MAA were selected based on the combined criteria of |fold-change| >2 SD from mean and *p *< 0.005 at one or more time points. The data were then pre-processed by logarithm 2 transformation of the expression ratio for each gene and by normalizing each gene's ratio to a mean value of zero and to a SD of 1 across the set of 6 arrays. Matrix *A*, which represents the gene expression data under all 6 microarray conditions, was decomposed by the singular value decomposition: *A *= *U∑V^T^*, where both *U *(an *N *× *M *matrix) and *V *(an *M *× *M *matrix) are orthogonal matrices, and *∑ *(an *M *× *M *matrix) is diagonal. The loading matrix *V *consists of the weights of individual genes in the principal components. V^*T*^ is the transpose of V. We denote *X *= *U∑*, where the principal component scores are specified.

### Motif enrichment analysis

Flexmodule_motif, a *de novo *motif discovery function based on Gibbs motif sampler implemented in CisGenome [19], was used to identify DNA motifs overrepresented within 1 kb upstream of the transcription start sites of sets of genes either up or down regulated by MAA. The DNA motifs that best matched those overrepresented motifs were identified using STAMP, a database for alignment and similarity search for DNA motifs [20]. Next, Fisher's exact test was applied to test whether these known motifs are enriched in genes of each group compared to control gene sets. Two sets of genes were used as background controls: 1) genes expressed at a modest or high level in untreated TM3 cells (microarray signal intensity > 200) that were not responsive to MAA treatment (|expression fold-change| < 1.2 following 5 mM MAA treatment at 3, 8 and 24 h); and 2) genes expressed in TM3 cells at a low to undetectable level (microarray signal intensity <50) and |expression fold-change| <1.2 at all three time points following MAA treatment.

### Ingenuity Pathway Analysis, GO enrichment and heat maps

The list of MAA-regulated genes was analyzed using Ingenuity Pathway Analysis software (Ingenuity Systems, Mountain View, CA) based on gene ontology, biological processes, molecular function, and genetic networks. This software maps the biological relationship of uploaded genes into networks based on published literature for each gene. The biological function network, for example, identifies biological functions and diseases that are most significant to the data set. Genes that met the threshold criteria for MAA responsiveness and were associated with biological functions or diseases in the Ingenuity Pathway knowledge base were considered for further analysis. Fischer's exact test was used to calculate a *p*-value to determine the probability that each biological function/disease assigned to the data set is due to chance alone. A relevancy score was assigned to each network in the data set to estimate the relevancy of the network to the gene list uploaded. A higher relevancy score means that the network is more relevant to the gene list entered. Top pathways in each network are listed according to their *p*-values. Classified gene lists were analyzed for enrichment of Gene Ontology functional annotation clusters using DAVID, a web accessible bioinformatics database [21,22]. Heat maps were drawn using Java Treeview [23].

## Results

### Overall impact of MAA on TM3 cell gene expression

The impact of MAA treatment on mouse TM3 cell gene expression was determined in cells treated with either 1 mM or 5 mM MAA for 3, 8 or 24 h. These concentrations of MAA were chosen based on earlier reports demonstrating similar MAA concentrations in plasma of rodents exposed to toxic doses of ethylene glycol monomethyl ether [10] and in urine of humans exposed to ethylene glycol monomethyl ether in occupational situations [11]. Under these conditions, MAA did not cause any loss of TM3 cell viability over the course of at least 48 hr. The three time points were selected to distinguish early MAA response genes (putative direct targets, whose expression does not require *de novo *protein synthesis) from late response genes (secondary response genes) [24]. RNA samples representing each time point were analyzed on expression microarrays in direct comparison to vehicle-treated controls.

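TM3 cells, a line of Leydig cells from immature mouse testis, were treated with 5 mM or 1 mM MAA for 3, 8 or 24 h, and each of the 6 treatments was hybridized to 2 arrays against RNA of cells kept in culture medium alone for the same time. Each array compared pools of 3 cultures, and the pair of arrays of a treatment used separate pools of MAA-treated cells with the dyes exchanged: MAA-treated RNA was in the green channel on replicate 1 and in the red channel on replicate 2. The 12 arrays lay on 3 slides. The authors deposited the scanner software's output for each array, made with Feature Extraction 9.5.3.1, in which background-corrected signal intensities had been detrended and the dyes normalized within the array by a linear and LOWESS method. The software had placed 45018 spots per array, of which 43379 were not controls, and these represent 41174 probes. Spots that the software had marked as outliers in either channel, between 124 and 208 per array, were excluded. The deposited log10 ratio is set to 0 wherever both channels hold substituted low signals, at 6302 to 9827 spots per array, so the log2 ratio of MAA-treated to control RNA was computed from the processed signals, and repeated spots of a probe were averaged. Arrays carry no read depth, and their number limits the precision. Signals were well above background for 62.2% to 69.3% of probes in the MAA channel (median 66.4%) and for 61.5% to 70.5% in the control channel (median 65.5%). Ratios of all 12 arrays were fitted together in limma 3.58.1 with 1 coefficient per treatment, which leaves 6 residual degrees of freedom, and the median standard error of a log2 ratio was 0.150. Standard errors given for a gene come from this fit and are the same at each treatment. A probe was called when its unadjusted moderated p was under 0.005 and its change was over 2-fold at 5 mM or over 1.5-fold at 1 mM, which are the study's thresholds. Rosetta Resolver's error model, from which the study took its weighted ratios and p-values, could not be run here, and limma's test stands in its place. Adjusted p-values are Benjamini-Hochberg values over all probes tested. Ratios were not centred between arrays. The median log2 ratio of all probes was -0.10 at 5 mM 3 h and lay between -0.07 and 0.03 at the other treatments. Dim probes are those not well above background in at least 1 channel on both arrays. With these left out, the 5 mM 3 h median was -0.0087, so the shift bears mainly on dim probes. Across probes, which are not independent replicates, the log2 ratios of the pair of arrays had Pearson correlations of 0.496, 0.630 and 0.644 at 3, 8 and 24 h of 5 mM MAA, and of -0.13, 0.133 and 0.309 at 1 mM. Among probes well above background, the correlations were 0.690, 0.832 and 0.836 at 5 mM and 0.154, 0.358 and 0.595 at 1 mM.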

Principal component analysis was applied to evaluate the expression patterns in the six microarrays. The first two of 6 principal components account for more than 70% of the variance in the overall data set (Fig. 1A). 

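The decomposition was repeated on the 6 mean log2 ratios of 5230 probes, each scaled to a mean of 0 and an SD of 1 as in the study. Component 1 held 37.7% and component 2 held 35.1% of the variance, 72.9% together, and the components after them held 12.5%, 10.4% and 4.23%. From replicate 1 arrays alone the first components held 36.8% and 33.7%, and from replicate 2 arrays alone 36.7% and 34.0%. The alternative that moved these shares most left the log2 ratios uncentred and unscaled, which gave 71.8% and 14.6%.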

The pattern of the first component represents genes showing a steady increase in expression, or a steady decrease in expression, at both MAA concentrations (Fig. 1B), while the second component represents genes that show small changes in expression as a function of time at 1 mM MAA as compared to 5 mM MAA (Fig. 1B and Additional file 1). 

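In these data the coefficients of component 1 were -0.10, 0.50 and 0.60 at 3, 8 and 24 h of 5 mM MAA and -0.47, -0.31 and -0.23 at 1 mM. Those of component 2 were -0.65, -0.31 and 0.35 at 5 mM and -0.13, 0.18 and 0.56 at 1 mM. Both coefficients rose with time at each concentration, and component 1 had the larger gap between the concentrations. The shares of the components are nearly equal, and their axes differed between ways of processing: component 1 held 67.8% of the direction that separates the concentrations with the settings used throughout, and between 0.0999% and 91.1% over 24 settings with this scaling, in which components 1 and 2 together held 88.7% to 95.3% of it. With log2 ratios centred only, components 1 and 2 held 15.2% and 74.4% of it, and with log2 ratios neither centred nor scaled 10.9% and 7.20%. The paper takes component 1 as the pattern of genes whose expression steadily rises or falls at both concentrations, and component 2 as that of genes whose response differs between them (Fig. 1B).

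**Figure D1:**
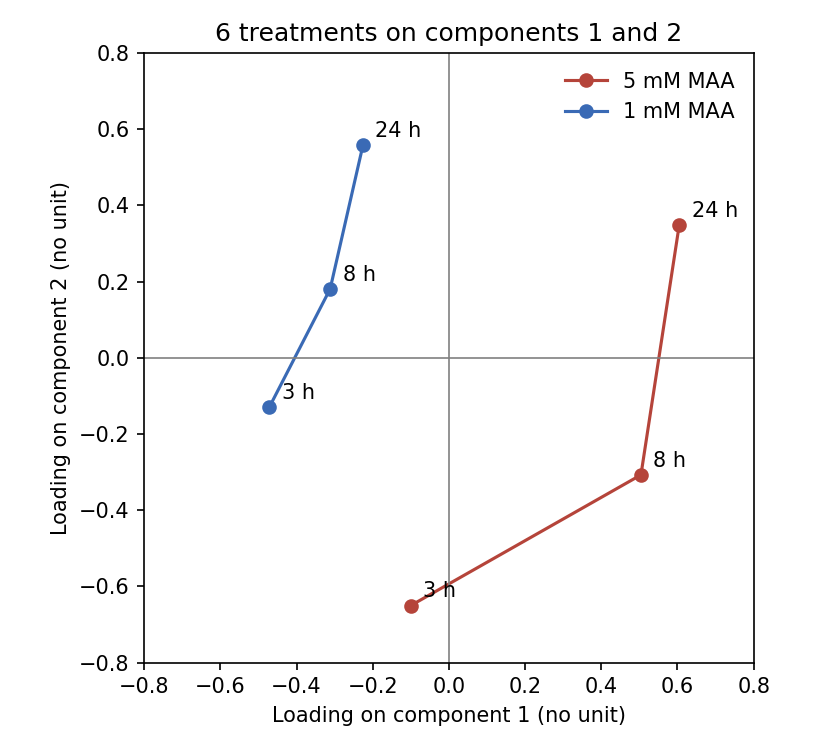
Coefficients of the 6 treatments on component 1 (horizontal axis, no unit) and component 2 (vertical axis, no unit), with lines joining the time points of each MAA concentration. The 5 mM treatments run from -0.10 to 0.60 on component 1 and the 1 mM treatments from -0.47 to -0.23, and on component 2 both concentrations rise from 3 h to 24 h.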

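The variance of the same scaled log2 ratios can also be split by the design itself, a calculation chosen after the coefficients were seen. The difference between 5 mM and 1 mM took 35.0% of the variance, the differences between time points 46.3% and their interaction 18.7%. The difference between 24 h and 3 h, a part of that due to time, took 34.1% of the variance. Components 1 and 2 together held 92.6% of the direction of concentration and 93.8% of the direction from 3 h to 24 h. They held 48.9% of the directions of all differences between time points, and 4.86% of those of the interaction.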

Based on these analyses, 37% of the variance in the data can be explained by the treatment duration, while 34% of the variance is due to different responses at low vs. high MAA concentrations. 

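At 3, 8 and 24 h, 1842, 2633 and 3321 probes were called at 5 mM, at 1 mM or at both. The absolute log2 ratio was larger at 5 mM for 89.5%, 89.3% and 73.0% of them. These shares differed between replicate 1 and replicate 2 arrays by an SD of 0.187, 0.779 and 0.226 percentage points. Probes with no response do not give 50% here, because the fold threshold is lower at 1 mM: in 20 simulated data sets with no effect at either concentration and the same controls, the mean share was 27.8%. The difference between concentrations was tested for each probe as a limma contrast, with an adjusted p under 0.05. It was past the test for 637, 1408 and 1351 of the called probes at 3, 8 and 24 h, and 97.8%, 96.1% and 84.3% of those had the larger change at 5 mM. Background correction by normexp followed by loess normalization moved the 3 h share most to 98.9%, among the other processing choices tried, and leaving out replicate 1 of the 1 mM 3 h arrays lowered it to 75.7%.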

Most of the genes that show a different response at each MAA concentration show a more significant response to 5 mM MAA than 1 mM MAA, as would be expected (Fig. 2 and Additional file 1). To explore the genes and pathways that may potentially contribute to MAA toxicity, we focused our analysis on the effect of 5 mM MAA, and describe below common pathways triggered by both 1 mM and 5 mM MAA.

**Figure 1:**
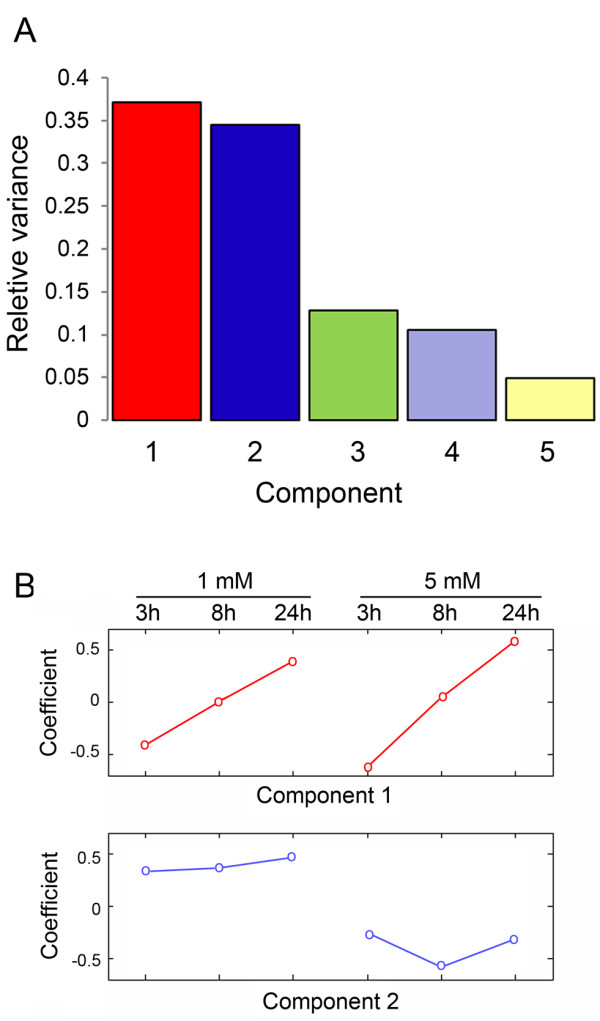
**Principal component analysis of six microarray data sets**. Plots of relative variance (A) and the coefficients of first and second components (B) are shown. Each coefficient indicates the weight of a particular treatment in the principal component. The first principal component represents a measure of expression change over time. The second coefficient captures information about the expression pattern affected by MAA dosage.

**Figure 2:**
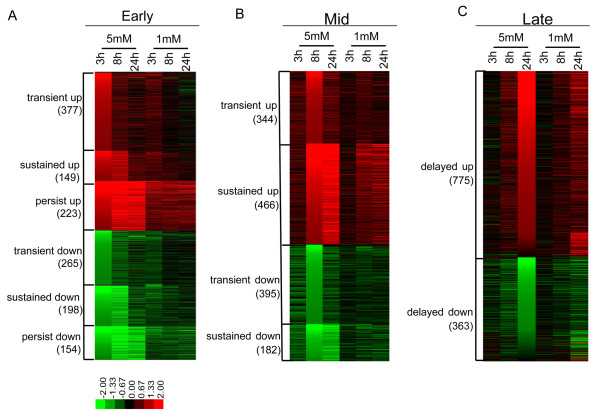
**Heat map for MAA response genes**. Shown are the expression profiles of early (A), mid (B) and late (C) MAA response genes based on log 2 ratios. The numbers of transcripts in each subgroup is marked in parenthesis.

3,912 of the 41,174 microarray probes met the threshold criteria (absolute log 2 ratio >2 SD above the mean and *p *< 0.005), corresponding to an apparent false discovery rate (FDR) of 0.64%, for at least one of the three 5 mM MAA time points after elimination of redundant probes. 

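In the limma fit, 4144 of 41174 probes were called at 1 or more of the 5 mM time points, counted without removing redundant probes. Of these, 2318 probes carried a gene symbol, and they represent 1985 symbols. The study's filter of over 2 SD from the mean corresponded to 1.88-, 2.11- and 2.22-fold at 3, 8 and 24 h, and 4793 probes passed it at 1 or more time points without regard to p. Without regard to p, 5191 probes passed 2-fold, and multiplying them by 0.005 and dividing by the calls, as the study did with its own filter, gave an apparent false discovery rate of 0.626%. This formula applies the p threshold to probes already picked for a large change, so it can understate the false calls. In 20 simulated data sets with no effect, a mean of 49.45 probes were called at 5 mM 3 h alone. Every call at 5 mM also had an adjusted p under 0.05, the largest being 0.0250, 0.0202 and 0.0208 at the 3 time points. Normexp background correction with loess normalization moved the count most, to 1714 probes. The paper states that Bonferroni and Holm corrections were not applied because they eliminate many true positives.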

The levels of 1,382, 2,122 and 2,226 transcripts were significantly altered by MAA at 3 h, 8 h and 24 h, respectively. 

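At 3, 8 and 24 h of 5 mM MAA, 1546, 2283 and 2315 probes were called, of which 831, 1259 and 1586 were up and 715, 1024 and 729 were down. Centring each array on its median changed the share of increases among calls at 3 h from 53.8% to 67.3%, and leaving out dim probes gave 53.5%. Both arrays changed in the same direction for 100% of the called probes. The p threshold fixes this in advance, because a pair of opposite directions cannot pass it in this fit, so it does not measure agreement. Both arrays passed 2-fold for 70.5%, 80.6% and 83.5% of the called probes. Signals were well above background in at least 1 channel on both arrays for 1352, 2035 and 2007 of the calls. Genes are named here in the order of their log2 ratios, including those with a channel not well above background, whose true order is not known. At 3 h Slc2a4 (probe A_51_P217498) had a log2 ratio of 4.12 (standard error 0.151, n = 2 arrays, limma adjusted p = 1.44e-05) and Areg of 2.91 (standard error 0.112, limma adjusted p = 1.44e-05). Where a channel was above background on neither array, the lowest signal well above background on each array was put in its place, on signals scaled between arrays, and the fold is given as a lower limit. By this limit Dhh was at least 2.00-fold higher at 3 h. Among decreases at 3 h, Ptgfr was at least 3.84-fold lower, Dnajc6 had a log2 ratio of -3.23, and Tmem178 was at least 2.43-fold lower. At 8 h Dhh was at least 14.3-fold higher, Ablim3 at least 5.47-fold higher, and Slc2a4 had a log2 ratio of 4.32, while Omd was at least 10.1-fold lower and Agtr2 at least 5.95-fold lower. At 24 h Ablim3 was at least 15.5-fold higher, Tmem255a had a log2 ratio of 4.55 and Srgn of 4.50, while Serpind1 had -3.51, Evi2a -3.10 and Omd -2.98. With normexp and loess, the 3 h calls of Dhh, Ptgfr and Tmem178 were lost, and the other calls named here were kept.

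**Figure D2:**
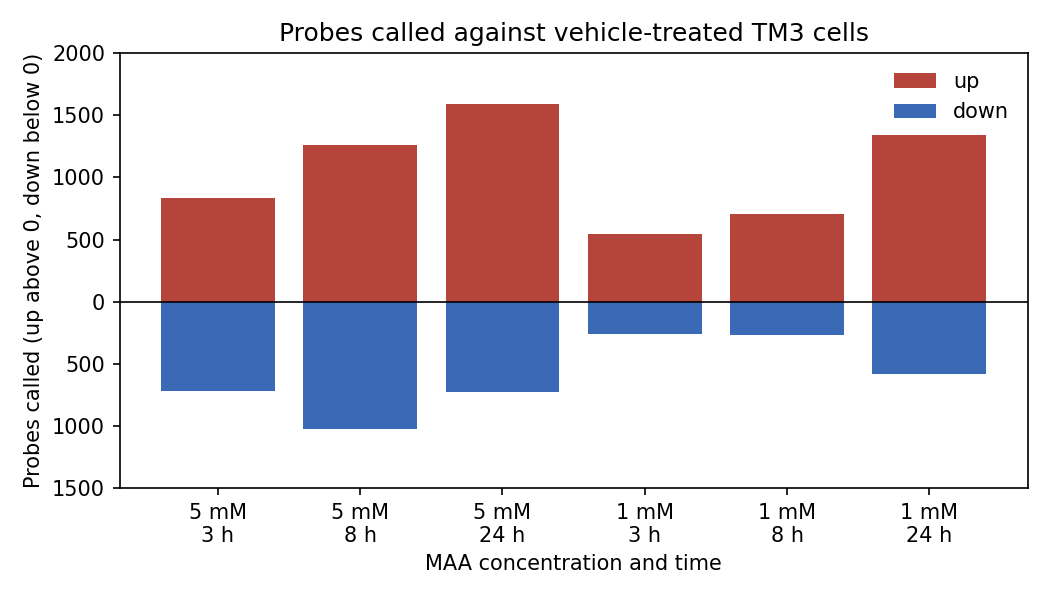
Number of probes called against vehicle-treated TM3 cells (vertical axis, increases above 0 and decreases below 0) at each MAA concentration and time (horizontal axis). At 5 mM the increases grow from 831 at 3 h to 1586 at 24 h, and at 1 mM from 544 to 1340.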

A complete list of the MAA-responsive genes together with their expression ratios and fluorescence signal intensities at each time point is provided in Additional file 2. Ingenuity Pathway Analysis was used to map the biological relationship of the MAA-responsive genes into networks constructed based on published literature about each gene (Table 1). Gene networks that responded to MAA include reproductive system development and function, embryonic development and tissue morphology. Disease categories that were impacted by MAA include reproductive system disease, inflammatory disease, inflammatory response, connective tissue disorders and skeletal and muscular disorders. The biological functions affected by MAA include cellular movement, cell-to-cell signaling and interaction, cellular development and cell death (Table 1).

**Table 1:** Top biological functions and networks affected by MAA

Name	*p*-value range	No. molecules
**A. Top Biological Functions: Diseases and Disorders**		
Reproductive System Disease	3.45E-10 - 4.68E-04	160
Inflammatory Disease	1.76E-09 - 1.23E-03	507
Inflammatory Response	1.18E-08 - 1.77E-03	279
Connective Tissue Disorders	5.10E-07 - 1.23E-03	44
Skeletal and Muscular Disorders	5.10E-07 - 1.23E-03	516
**B. Molecular and Cellular Functions**		
Cellular Movement	7.17E-12 - 1.81E-03	327
Cell-To-Cell Signaling and Interaction	3.03E-11 - 1.53E-03	333
Cellular Growth and Proliferation	3.74E-10 - 1.75E-03	492
Cellular Development	7.76E-08 - 1.81E-03	455
Cell Death	8.78E-07 - 1.69E-03	490
**C. Physiological System Development and Function**		
Tissue Development	3.47E-10 - 1.53E-03	353
Cardiovascular System Development & Function	5.55E-08 - 1.56E-03	169
Organismal Development	5.55E-08 - 1.36E-03	240
Hematological System Development & Function	7.98E-08 - 1.75E-03	348
Immune Cell Trafficking	1.58E-07 - 1.77E-03	206
**D. Associated Network Functions ***(top five gene network functions)*		
1. Reproductive System Development and Function, Embryonic Development, Tissue Morphology.		
2. Infection Mechanism, Dermatological Diseases and Conditions, Organismal Injury and Abnormalities.		
3. Carbohydrate Metabolism, Small Molecule Biochemistry, Molecular Transport.		
4. Behavior, Nervous System Development and Function, Gene Expression.		
5. Cardiovascular System Development and Function, Embryonic Development, Tissue Development.		

Shown is a summary of results of Ingenuity Pathway bio-functional analysis to identify biological functions or disease networks that are most significant to the 5 mM MAA data set. Genes that met the threshold criteria defined in Materials and Methods and were associated with biological functions or diseases in the Ingenuity Pathway Analysis Knowledge Base were considered in the analysis. Each network includes a set of molecules, which usually perform more than one function. Fischer's exact test was used to calculate a *p*-value indicating the probability that each biological function and/or disease assigned to the data set is due to chance alone. Shown is the *p*-value range, which indicates the lowest and highest *p*-values corresponding to all molecules included in each network, and the total number of molecules present in the network.

### Clustering and functional analysis by significance and differential expression

The impact of MAA treatment was further investigated by classification of the 3,912 MAA-responsive genes using a binary flagging system termed Total Flag Sum (TFS) [18], whereby each gene is categorized based upon its expression ratio and *p*-value in each of the three microarray experiments. Genes that responded to MAA rapidly, i.e., by the 3 h MAA time point, were distinguished from the mid-response genes (response by 8 h) and the late responders (response by 24 h) (Table 2 and Additional file 2). 

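By the pattern of calls at 5 mM, 1526 probes responded by 3 h, of which 827 were induced and 699 repressed. They divide into 719 called at 3 h and not at 8 h, 393 called at 3 h and 8 h and not at 24 h, and 414 called at all 3 time points. With normexp and loess, 534 probes responded by 3 h, the lowest count among the processing choices tried, and the highest was 1892 with a threshold of over 2 SD. Leaving out 1 array at a time gave 1367 to 1718.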

A total of 1,366 early response genes were identified, which were further categorized based on the persistence of their response to MAA (Table 2 and Fig. 2A). Among the early response genes, 642 genes responded at the 3 h time point but not at 8 h (early transient response genes), with 377 transcripts induced and 265 transcripts repressed. 106 of these early transient genes participate in transcriptional regulation, as determined by gene functional annotation analysis using DAVID [21,22] (Table 3 and Additional file 3), and could contribute to the complex changes in the transcriptome associated with MAA treatment. Indeed, 102 of the 1,366 early response genes encode DNA-binding proteins, 60 of which showed a transient response to MAA (Additional file 4). 

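Of the 719 early transient probes, 412 were induced and 307 repressed, and 54 were called again at 24 h. A call at 3 h and none at 8 h does not test whether the responses differ, so the change from 3 h to 8 h was tested as a limma contrast within the same fit. It had an adjusted p under 0.05 for 185 probes (25.7%). At 8 h, 657 of the 719 (91.4%) had moved in the same direction as at 3 h. Of the 719, 379 met the p threshold in that direction but not the fold threshold at 8 h. The median log2 ratios of the induced probes were 1.24, 0.60 and 0.37 at 3, 8 and 24 h, and those of the repressed probes -1.16, -0.69 and -0.39. Among the 382 probes called up at 3 h only, the control signal departed from that of the other times by more than the treated signal did for 48.4%, a share that noise alone puts at 50%. The count with a tested difference moves with the arrays and the model used, and the alternatives given after the article both lower and raise it. The highest was 311, with the replicate number, and so the dye, as a block. Without replicate 2 of the 8 h arrays it was 28. In a limma fit of the 6 arrays at 5 mM alone, with 3 residual degrees of freedom, it was 0, while 416 of the 657 early transient probes of that fit differed at an unadjusted p under 0.05.

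**Figure D3:**
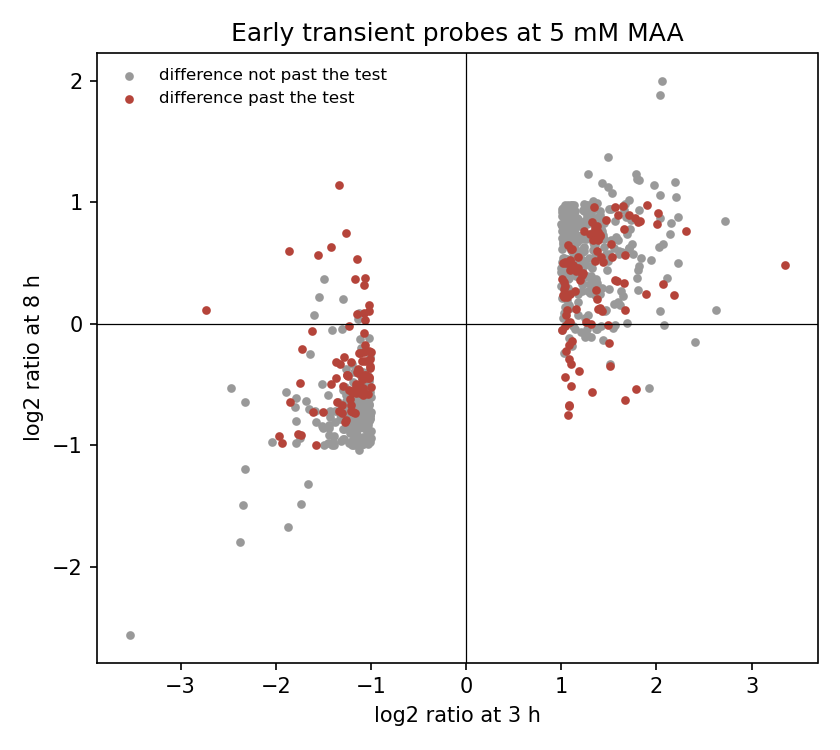
Log2 ratio of MAA-treated to vehicle-treated cells at 3 h (horizontal axis) and 8 h (vertical axis) for each of the 719 early transient probes at 5 mM MAA, with the 185 probes whose 3 h and 8 h changes differ past the test in red. Most probes, 657 of 719, lie on the same side of 0 at both times.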

Interestingly, 32 of these 102 early response DNA-binding proteins have been linked to developmental processes by DAVID analysis (Fig. 3). Moreover, 31 of the 102 genes contain zinc finger domains (Additional file 4). Functions have not been determined for many of these genes; however, two of the induced zinc-finger protein genes, *Egr1 *and *Egr2*, are notable insofar as *Egr1-Egr4 *double-mutant male mice are characterized by physiologically low serum testosterone levels and atrophy of androgen-dependent organs due to the loss of luteinizing hormone production in the pituitary gland [25]. Moreover, Egr1 is a key transcription factor implicated in the development and progression of prostate cancer [26].

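Egr1 (probe A_51_P367866) had log2 ratios of 2.18, 0.23 and 1.72 at 3, 8 and 24 h of 5 mM MAA (standard error 0.119, n = 2 arrays each), with limma adjusted p-values of 3.36e-05, 0.203 and 6.14e-05. It was called at 3 h and 24 h and not at 8 h, and the fall from 3 h to 8 h, -1.95 on the log2 scale, had an adjusted p of 0.00329. Egr2 (probe A_51_P173043) was called at all 3 time points, with log2 ratios of 1.70, 1.63 and 1.69 (standard error 0.100, limma adjusted p = 4.37e-05, 3.40e-05 and 3.51e-05). Its change from 3 h to 8 h was within the replicate error (-0.07, adjusted p = 0.947).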

**Table 2:** Classification of MAA responsive genes by duration of MAA treatment required to elicit response

Group	Sub-group	3 h MAA	8 h MAA	24 h MAA	Genes in each subgroup (number)
**Early (1366 genes)**	early transient up	Up	-	-	351
	early transient up	Up	-	Up	26
	early sustained up	Up	Up	-	149
	early persistent up	Up	Up	Up	223
	early transient down	Down	-	-	245
	early transient down	Down	-	Down	20
	early sustained down	Down	Down	-	198
	early persistent down	Down	Down	Down	154
**Mid (1387 genes)**	mid transient up	-	Up	-	344
	mid sustained up	-	Up	Up	466
	mid transient down	-	Down	-	395
	mid sustained down	-	Down	Down	182
**Late (1138 genes)**	late up	-	-	Up	775
	late down	-	-	Down	363

The 5 mM MAA-responsive genes were divided into 3 groups, early response (3 h), mid response (8 h) and late response (24 h) based on the minimum period of MAA exposure that was required to evoke a gene response compared to control cells. The direction of response is indicated as Up (up-regulation), Down (down-regulation) or - (no significant response). 21 other genes that did not meet these MAA response criteria are shown in Additional file 2.

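24 probes had calls in other patterns, all of them called in opposite directions at 2 of the 5 mM time points.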

**Table 3:** Gene functional clusters affected by MAA for each sub-group

Response	Top term	Enrich-ment score	Cluster gene count	*p*-value
**Early transient**	GO:0045449, Regulation of transcription	5.96	106	3.23E-07
	GO:0044424, Intracellular part	5.8	211	1.11E-06
	GO:0065007, Biological regulation	5.54	124	6.15E-07
				
**Early sustained**	GO:0050794, Regulation of cellular process	3.41	66	1.85E-04
	IPR000867: Insulin-like growth factor-binding protein, IGFBP	3.04	4	6.28E-04
	Domain: von Willebrand factor, type C	2.91	4	4.81E-04
				
**Early persistent**	GO:0048731, System development	2.19	48	1.19E-03
	GO:0048514, Blood vessel morphogenesis	2.13	9	2.17E-03
	GO:0044421, Extracellular region part	2.07	43	6.46E-03
				
**Mid transient**	GO:0007155, Cell adhesion	3.11	34	3.28E-04
	GO:0044237, Cellular metabolic process	2.25	347	1.60E-04
	IPR004021: HIN-200/IF120x	2.13	5	9.10E-04
				
**Mid sustained**	GO:0044421, Extracellular region part	8.22	109	7.30E-10
	IPR015493: Protocadherin beta	6.56	15	1.68E-12
	IPR003128: Villin headpiece	4.39	5	2.85E-05
				
**Late**	GO:0044421, Extracellular region part	10.34	165	5.60E-12
	GO:0048856, Anatomical structure development	4.4	144	1.10E-05
	GO:0044449, Contractile fiber part	3.47	12	1.75E-04

Listed are the top three gene functional clusters affected by MAA as determined using DAVID database. The top term for each cluster, the cluster enrichment score and the number of regulated genes in each cluster are listed.

**Figure 3:**
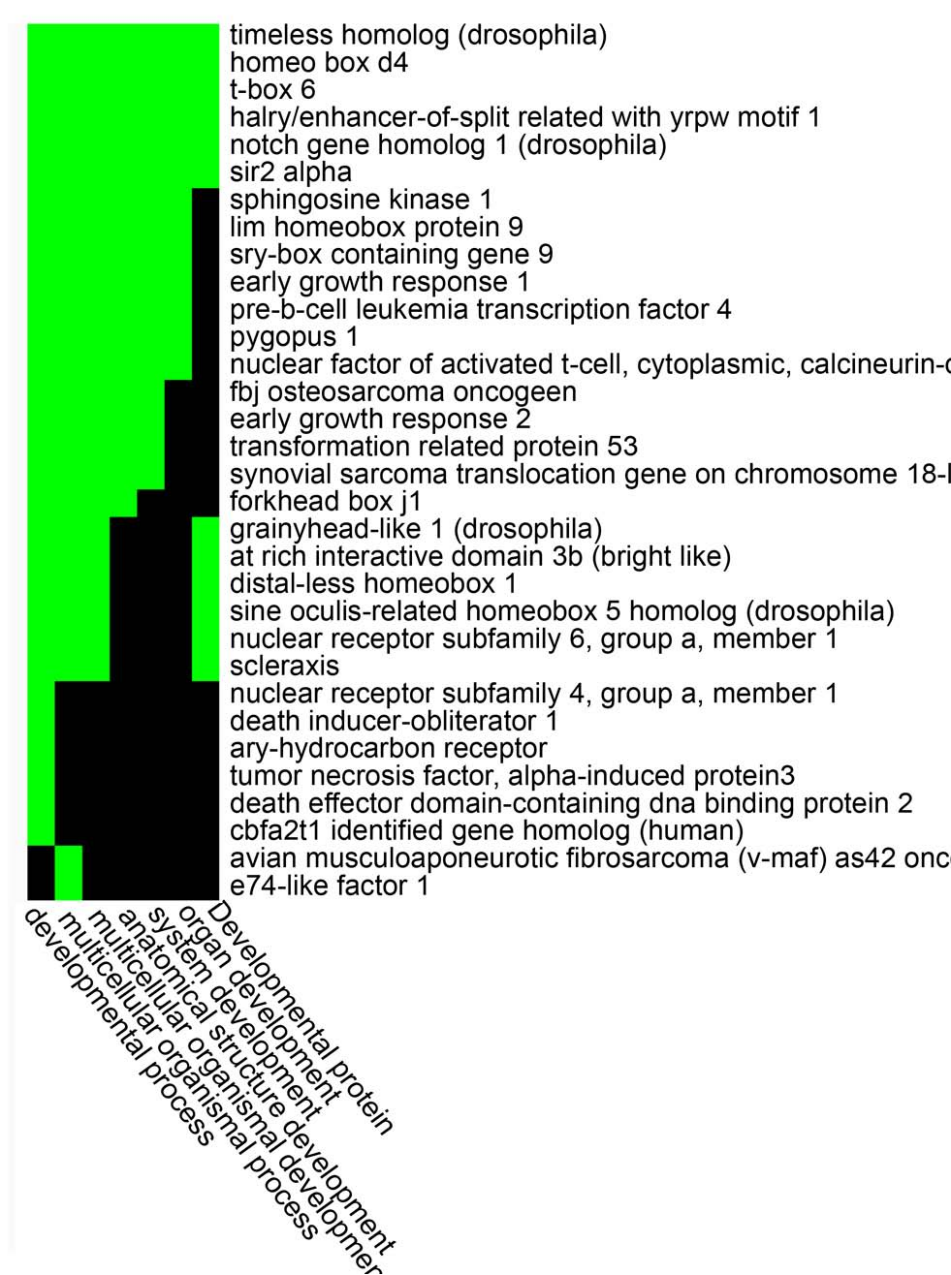
**32 DNA-binding early MAA response genes that are associated with developmental processes**. Each column represents a GO term associated with development process; genes (indicated by rows) with specific GO terms are marked with green.

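In the limma calls, 393 probes responded to 5 mM MAA at 3 h and 8 h and not at 24 h, of which 167 were induced and 226 repressed. The change from 8 h to 24 h was past the test, at an adjusted p under 0.05, for 213 of them (54.2%), and 358 still had the same direction at 24 h. The induced probes had median log2 ratios of 1.33, 1.32 and 0.67 at 3, 8 and 24 h, and the repressed probes -1.40, -1.35 and -0.64.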

Early response genes whose expression was altered by MAA at 3 h and 8 h, but not at 24 h, were designated early sustained up or early sustained down genes (Table 2 and Additional file 2; TFS groups 3.110 and 3.220, respectively). These genes are enriched in several cancer-related functional clusters, including insulin-like growth factor binding (*Htra3, Igfbp5, Cyr61, Wisp1*), GTP binding (*Tubb6, Tgtp, Rnd1, Gbp1, Rab40b, Gbp2, Rhobtb1, Rabl3, Gbp3*), cytokine activity (*Clcf1, Kitl, Socs2, Cxcl5, Tnfsf11, Cxcl1, Cx3cl1, Il12a*) and negative regulation of apoptosis (*Cln8, Clcf1, Nuak2, Kitl, Dlx1, Notch1, Bcl2, Serpinb9, Clec2 d, Nr4a1, Fastkd2, Rassf5, Elmo1*) (see Additional file 3 for complete listing of genes). 

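Probes were found for all 32 genes named in these clusters, and 30 of them were called at 5 mM, 12 up and 18 down. Of the 30, 27 were called at 3 h and 8 h and not at 24 h. Bcl2 was called at 3 h only, with log2 ratios of 2.07 at 3 h and 0.33 at 8 h (standard error 0.0871), while a second probe of the gene was called at both times (1.12 and 1.29) and another at neither (0.71 and 0.22). Kitl and Elmo1 were called at 8 h and not at 3 h, with log2 ratios of 0.42 and 0.09 at 3 h and 1.16 and -1.16 at 8 h. A second probe of Elmo1 was called at both times (-1.10 and -1.41), another at 8 h only (-0.20 and -1.05), and the 8 h call given above was lost without replicate 2 of the 8 h arrays. Tubb6 and Cln8 were not called: Tubb6 had -0.26 and -0.20 and Cln8 0.92 and 0.75 at 3 h and 8 h, whereas a second probe of Cln8 was called at both times (1.25 and 1.40) and another at neither (0.82 and 0.68). A second probe went uncalled for Htra3, Igfbp5, Tgtp, Rab40b and Kitl at both times and for Fastkd2 at 3 h, and the one for Htra3 had the opposite sign at 3 h (0.05 against -1.20). As a family, the 11 probes whose symbol starts with Gbp had median log2 ratios of -0.62, -0.49 and 0.49 at 3, 8 and 24 h. Their camera adjusted p, over 15 family tests with a preset correlation of 0.01, was 9.55e-05, 0.0198 and 0.0734. Every call of these 15 tests was the same under fry except that of Gbp at 24 h, where fry gave 2.13e-04. With the slide as a block, the 8 h value of Gbp was -0.64 with an adjusted p of 0.0586, and the 24 h value was 0.55 with 0.0194. The medians at 3 h and 8 h were -0.09 and -0.14 with normexp and loess and -1.15 and -1.67 without dim probes, and that at 3 h was -1.16 without replicate 1 of the 3 h arrays.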

Corresponding KEGG pathways include cytokine and receptor interaction, TLR-Jak-STAT signaling pathway, and phosphatidylinositol signaling. Other early genes whose response to MAA was maintained at 8 h and 24 h were designated early persistent genes (Table 3 and Additional file 2; TFS groups 3.111 and 3.222); examples include genes implicated in cytokine receptor interaction and calcium signaling (Additional files 3 and 5).

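All 3 time points were called for 414 probes, 248 induced and 166 repressed. Median log2 ratios of the induced probes were 1.47, 1.92 and 1.71 at 3, 8 and 24 h, and those of the repressed probes -1.42, -1.72 and -1.41.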

1,387 mid-response genes responded to MAA at 8 h, while 1,138 late-response genes did not respond to MAA until 24 h (Figs. 2B, C and Table 2). These secondary response genes are enriched in a variety of signaling pathways and functional clusters, such as macromolecule metabolic process (*Atf3, Adra1b, Fbxl16, Frk, Gls, Nanos1, Pcyt1b*), cell adhesion (*Arhgap6, Col1a2, Col6a2, Kitl, Tek, Thbs1, Tsc1*), interferon-activated genes (*Ifi202b, Ifi203, Ifi204, Ifi205*), genes active in the extracellular space (*Acp5, Csf1r, Muc2, Nppb, Ramp3*), T cell activation and differentiation (*Cd74, H2-DMa, Il15, Il7, Itgal*) and metabolism of xenobiotics by cytochrome P450 and other enzymes (see Additional file 3 for complete listing of genes).

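The first call at 5 mM was at 8 h for 1466 probes, 841 induced and 625 repressed, and at 24 h for 1128 probes, 799 induced and 329 repressed. Of the mid responders 767 were called at 8 h only and 699 at 8 h and 24 h. The change from 3 h to 8 h was past the limma contrast at an adjusted p under 0.05 for 603 mid responders (41.1%), and for 254 of the 767 called at 8 h only. Late responders passed it for 472 (41.8%) in the change from 8 h to 24 h and for 831 (73.7%) in that from 3 h to 24 h. All but the contrast of 8 h with 24 h were counted over these groups after the other results had been seen. The late induced probes had median log2 ratios of -0.05, 0.56 and 1.44 at 3, 8 and 24 h, and the late repressed probes -0.23, -0.49 and -1.23. Normexp and loess moved both counts, to 734 and 446. Where a probe was called down at 24 h only (329 probes), the control signal departed more from the other times than the treated signal for 52.0% of probes, near the 50% that noise alone gives, and for the 799 called up at 24 h only it did so for 25.7%.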

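Probes were found for 25 of the genes named, and Ifi203 and Muc2 are among those not analysed here because no probe matched. Fbxl16 was found by a synonym, as BC042620, and called at 8 h (log2 ratio 1.39, standard error 0.0833, limma adjusted p = 3.05e-05). By the probe used for each gene, 22 of the 25 were called at 5 mM, 13 up and 9 down, and 20 of these were first called at 8 h. Thbs1 was already called at 3 h (log2 ratio 1.16, limma adjusted p = 1.26e-04), as was Csf1r (-1.30, adjusted p = 0.00848), whose 3 h call was lost with normexp and loess, with the slide as a block and without either 3 h array. Additional files 2 and 11 of the study list this probe of Csf1r as called at 3 h too. A second probe of Csf1r, with the MAA channel not well above background, and 1 of 2 other probes of Thbs1 (0.96) were not called at 3 h. By 1 of 2 other probes Pcyt1b was already called at 3 h (-1.09). At 8 h a second probe of Col1a2 (-0.66), Col6a2 (-0.70) and Il7 (0.96) was not called, nor was 1 of 2 others of Frk (-0.89). Other probes of Tsc1, Ifi204 and Nppb were called at 8 h and not at 3 h. Not called were Adra1b, at -1.45 at 8 h (standard error 0.470), Tek, at least 1.31-fold lower at 8 h with the control above background on 1 of 2 arrays, and Itgal, between -0.10 and 0.27 at the 3 time points (standard error 0.182). The family of interferon-activated genes, 9 probes whose symbol starts with Ifi20, had median log2 ratios of 0.13, -1.20 and -0.67 at 3, 8 and 24 h (camera adjusted p = 0.282, 0.00217 and 0.00816). Its 3 h median was -0.03 with the slide as a block and -0.075 without replicate 1 of the 3 h arrays, and a second probe of Ifi205 had 0.20 at 8 h against -1.33. Of the 43 probes whose symbol starts with H2-, the major histocompatibility genes, 42 were tested as a family, with medians of 0.02, 0.18 and 0.69 (camera adjusted p = 0.215, 0.00225 and 1.18e-10). That at 3 h was -0.07 with 1 probe per symbol, -0.06 with the slide as a block and -0.04 without replicate 2 of the 3 h arrays. With 1 probe per symbol the limma-based camera adjusted p at 8 h was 0.0999. Among them, 6 were called up and 2 down at 8 h, and 14 up and 0 down at 24 h.

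**Figure D4:**
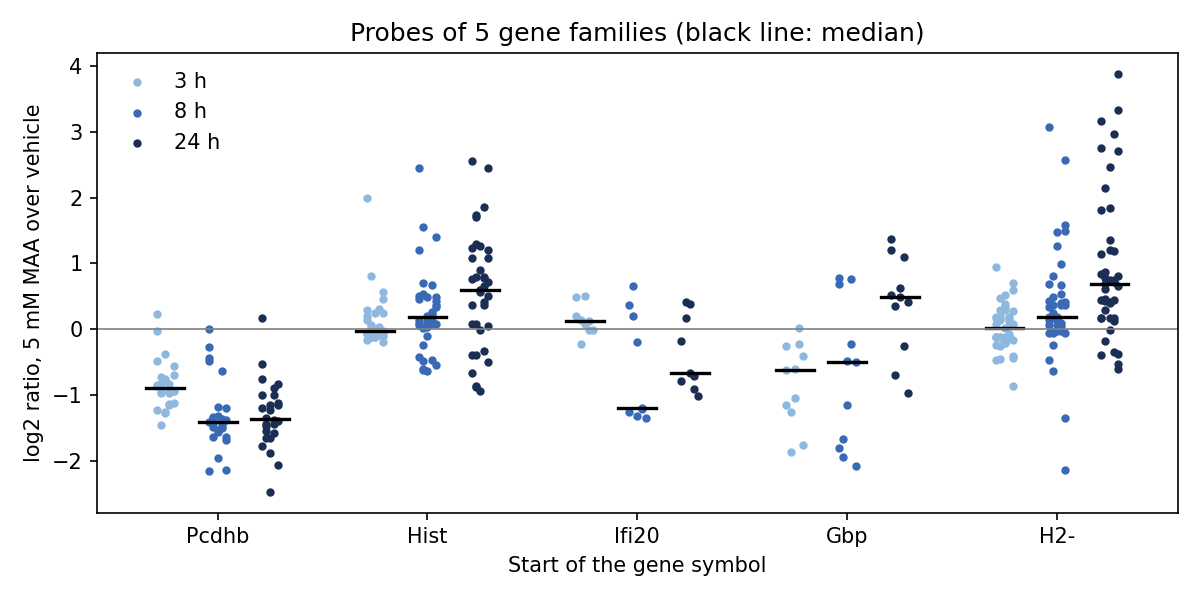
Log2 ratio of 5 mM MAA-treated to vehicle-treated cells (vertical axis) for each probe of 5 gene families, by the start of the gene symbol (horizontal axis) and time (shade), with the median of each group as a black line. Pcdhb medians lie below 0 at each time, and the H2- and Hist medians are highest at 24 h.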

### DNA motifs associated with TM3 cell transcriptional responses

CisGenome [19] was used to discover *de novo *motifs overrepresented in the sets of genes up or down regulated genes by MAA at each time point. GC rich motifs were found to be over represented in the proximal promoters of MAA up regulated genes. Motif comparison against the TRANSFAC database [27] revealed that these GC rich motifs are most similar to two known motifs, SP1 and KROX, which correspond to the binding sites for transcription factors of the SP1 and EGR families, respectively. Both motifs are enriched in MAA-regulated genes compared to a background gene set comprised of TM3 cell non-expressed genes, with enrichment scores ranging up to 2.1 (Additional file 6). However, motif enrichment was not observed when using as background a set of TM3 cell expressed genes that did not respond to MAA (Additional file 6). Thus, while SP1 and KROX/EGR motifs are overrepresented in some MAA-induced genes, these motifs also characterize TM3 cell expressed genes more generally.

### Impact of MAA on genes associated with testicular function

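The 35 genes of the study's list of testicular genes (Additional file 7) were each followed at the time points where the study called them, which makes 52 pairs of gene and time. All 52 changed in the study's direction, and 49 (94.2%) were called here. 33 of the 35 genes were called at 5 mM, 23 up and 10 down, and 32 fell in the same response class. Hils1 and Prm1 at 24 h and Klhl15 at 8 h were not called. An adjusted p under 0.05 over all probes was reached by 13, 15 and 23 of the 13, 15 and 24 pairs at 3, 8 and 24 h. Adjusted over the list alone the counts were 13, 15 and 24, but the study chose the list on these samples, so this count is not independent evidence. Normexp and loess called 14 of the 52.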

MAA had a wide range of effects on gene products important for testosterone biosynthesis, spermatogenesis, and testicular development and function (Fig. 4 and Additional file 7). For example, sex hormone binding globulin (*Shbg*) was up regulated by 5 mM MAA at all 3 time points, while the induction of *Cyp11a1, Rhox5 (Pem) *and *Hoxb13 *and the repression of *Insl3 *were seen at the 24 h MAA time point.

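Shbg (probe A_51_P423549) had log2 ratios of 1.92 at 8 h and 2.24 at 24 h of 5 mM MAA (standard error 0.183, n = 2 arrays, limma adjusted p = 2.01e-04 and 1.21e-04). At 3 h it was called, but neither channel was well above background on either array, so no value is given. The 3 h and 8 h calls were lost with normexp and loess. Cyp11a1 was above background in the MAA channel alone at 24 h, where it was at least 1.95-fold higher (adjusted p = 4.44e-04), and in neither channel at 3 h and 8 h. Its call was lost with the slide as a block and with normexp and loess. A second probe of Cyp11a1 was also called at 24 h only. Rhox5 had log2 ratios of -0.20, -0.02 and 1.28 at 3, 8 and 24 h (standard error 0.0790), and the rise from 8 h to 24 h had an adjusted p of 0.00152. Hoxb13 rose from 0.12 through 0.79 to 1.57 (standard error 0.200), with a limma adjusted p of 8.55e-04 at 24 h and of 0.153 for the change from 8 h to 24 h. Insl3 (probe A_51_P288406) fell by 1.11 at 24 h on the log2 scale (standard error 0.125, adjusted p = 4.74e-04), and its values at 3 h and 8 h, -0.47 and -0.71, did not pass 2-fold. The study's list of kinase genes (Additional file 11) names the same probe as Jak3, so the probe counts in both lists. Which of these genes it measures was not examined. The change from 8 h to 24 h was not past the test (-0.40, adjusted p = 0.243), and the 24 h call was lost without replicate 1 of the 24 h arrays and with normexp and loess. The paper states from these calls and those of Fig. 4 that MAA affects gene products important for testosterone biosynthesis, spermatogenesis and testicular function.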

**Figure 4:**
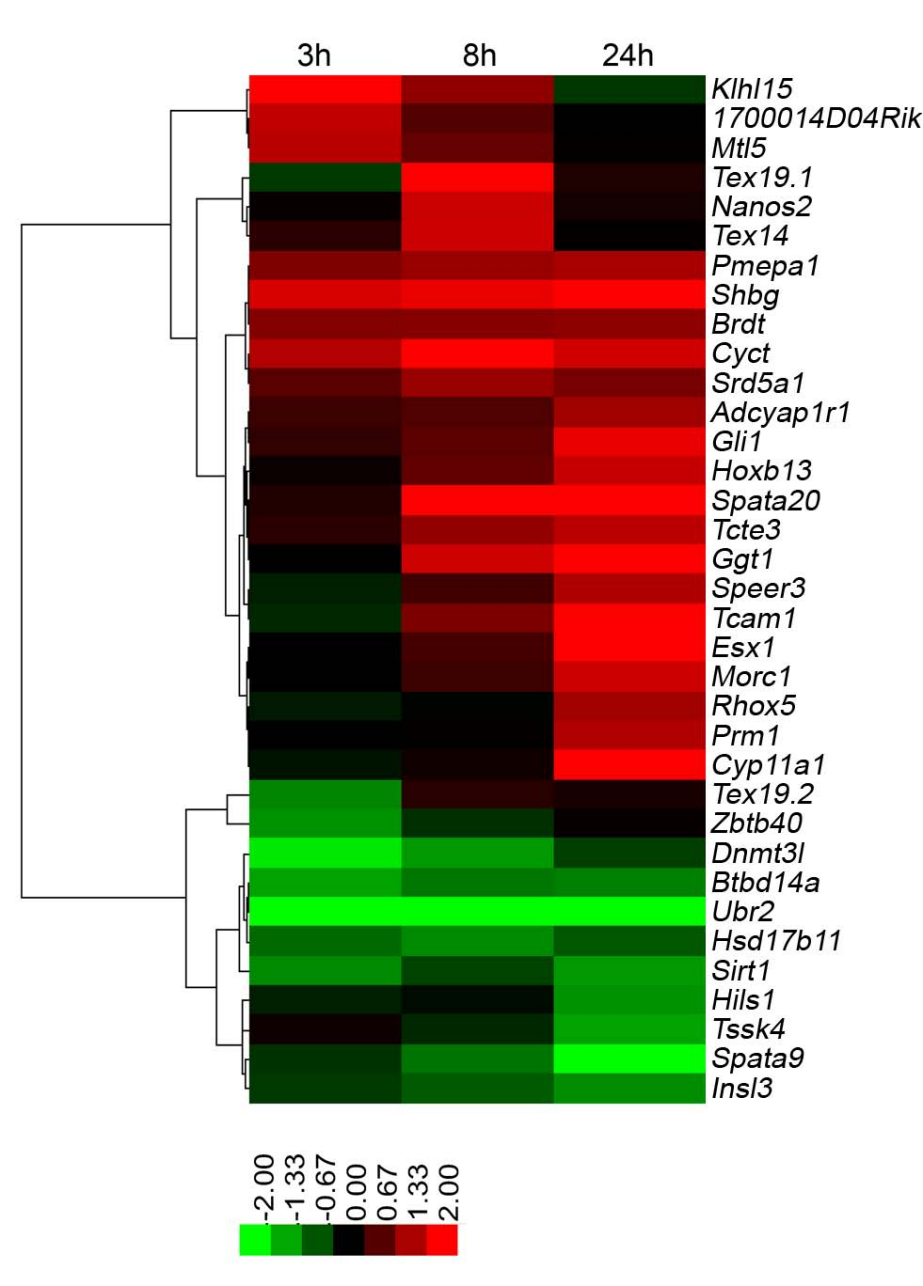
**Heat map presenting the effects of MAA treatment for 3, 8 and 24 hr on genes related to testicular function**. Shown is the hierarchical clustering heat map for 35 testis-associated genes based on log 2 ratios (scale is as shown at the bottom).

### Common response genes and pathways activated at low MAA concentration

Early, mid and late MAA response genes were also identified in the 1 mM MAA-treated TM3 cells. 

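At 1 mM MAA, 802, 977 and 1921 probes were called at 3, 8 and 24 h, and 2825 at 1 or more time points. Increases made up 544, 707 and 1340 of them and decreases 258, 270 and 581. The decreases at 3 h numbered 481 without replicate 1 of the 3 h arrays, and with error-weighted means those at 8 h and 24 h numbered 514 and 1136. Adjusted p-values were under 0.05 for 688, 848 and 1921 of the calls. Normexp and loess reduced the 2825 to 823 and changed the share of increases from 67.8% to 55.9% at 3 h and from 69.8% to 81.7% at 24 h. Both arrays of the pair passed 1.5-fold for 70.0%, 80.0% and 85.3% of the calls at 3, 8 and 24 h.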

Early response genes common to the 1 mM and 5 mM MAA treatments (482 genes; Additional file 8) are expected to be enriched in direct targets of MAA; 294 of these genes were induced and 188 were repressed by MAA. 

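At 3 h, 505 probes were called at both concentrations in the same direction, 314 induced and 191 repressed. The arrays of both concentrations compare with control cells of the same time, and 20 simulated data sets in which unchanged groups share their controls had a mean of 10.2 such probes and at most 14. Across all probes measured at 3 h, called or not, the log2 ratios at 5 mM and 1 mM had a Pearson correlation of 0.598. In the simulation, also across all probes, the mean was 0.503. At 8 h and 24 h, 625 and 886 probes were called at both concentrations in the same direction. The lowest count at 3 h among the alternatives was 104 with normexp and loess. The study's copy of this list used here (Additional file 8) ends before its last genes, with 480 of them, so it was not tallied. The paper proposes that genes responding early at both concentrations are enriched in direct targets of MAA.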

DAVID analysis showed that phosphatidylinositol/phospholipase C/calcium signaling and cytokine/cytokine receptor interactions were the most significantly enriched pathways for the common early gene set. Pathways enriched in the common mid and late response genes include cell adhesion and focal adhesion (Additional file 9).

### Real time qPCR validation

To confirm the results of the microarrays, qPCR analysis was performed for three genes that were induced (*Rasgrp2*, *Itpka *and *Kcnab328; *Fig. 5A) and for three genes that were repressed by MAA at all three time points (*Pcdhb15*, *Abca9 *and *Ly96*; Fig. 5B). 

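On the arrays, all 6 genes were called at each 5 mM time point, and 3 of them rose and 3 fell. Rasgrp2 (probe A_52_P420734) had log2 ratios of 1.26, 2.35 and 1.59 at 3, 8 and 24 h (standard error 0.111, n = 2 arrays each), Itpka 2.19, 2.54 and 1.77 (standard error 0.0748), and Kcnab3 1.22, 2.09 and 2.09 (standard error 0.0576). A second probe of Rasgrp2, with neither channel well above background at any of these times, was not called. Pcdhb15 had -1.26, -1.54 and -1.65 (standard error 0.0704), Abca9 -1.27, -2.61 and -2.90 (standard error 0.224), and Ly96 -1.42, -1.87 and -2.10 (standard error 0.0549). The largest limma adjusted p among these was 0.00491, that of Abca9 at 3 h, whose call was lost without replicate 2 of the 3 h arrays and with normexp and loess. The 3 h call of Kcnab3 was lost with normexp and loess. At 1 mM the induced genes were called at all 3 time points, with 1.12, 1.86 and 1.30 for Rasgrp2, 1.01, 1.11 and 1.16 for Itpka and 1.16, 1.20 and 1.02 for Kcnab3. The repressed genes lay between -0.89 and -0.28 at 1 mM, and of their 9 values there 3 were called, Abca9 at 8 h and Ly96 at 8 h and 24 h. The call of Abca9 was lost with the slide as a block and without either array, and the 24 h calls of Ly96 and Kcnab3 at 1 mM were lost with normexp and loess. The difference between concentrations was past the limma test for Itpka, Pcdhb15 and Ly96 at every time and for Kcnab3 and Abca9 at 8 h and 24 h, and not for Rasgrp2 at any time (adjusted p = 0.873, 0.103 and 0.360). Pcdhb15 belongs to the protocadherin beta family, whose 26 probes had median log2 ratios of -0.90, -1.42 and -1.37 at 3, 8 and 24 h of 5 mM MAA (camera adjusted p = 4.49e-13, 5.67e-16 and 5.67e-16). Of these probes, 5, 20 and 19 were called down and 0 up. With normexp and loess, which moved them most, the medians were -0.60, -1.02 and -0.95. The qPCR values themselves are not analysed here.

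**Figure D5:**
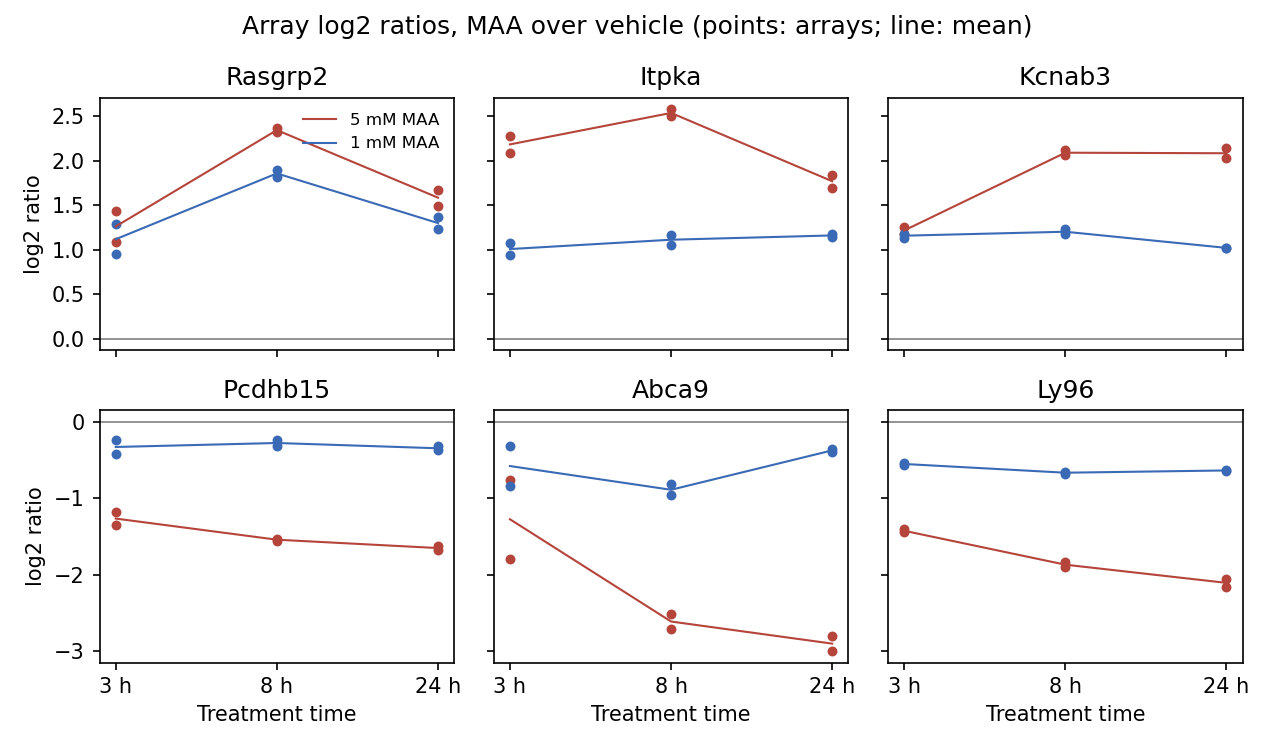
Array log2 ratio of MAA-treated to vehicle-treated cells (vertical axis) for the 6 genes at each treatment time (horizontal axis, times equally spaced), with 1 point per array and lines through the means of the pair at 5 mM (red) and 1 mM (blue). Rasgrp2, Itpka and Kcnab3 lie above 0 on every array and Pcdhb15, Abca9 and Ly96 below 0.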

*Rasgrp2 *and *Itpka *were of particular interest since our earlier studies had shown that MAA induces the Map kinase pathway and the PI3 kinase pathway in tsA201 cells [9]. Fig. 5 shows that the overall trends of expression seen by qPCR were consistent with the microarray data, although the fold-changes did not always match those of the microarray data, as is commonly seen.

**Figure 5:**
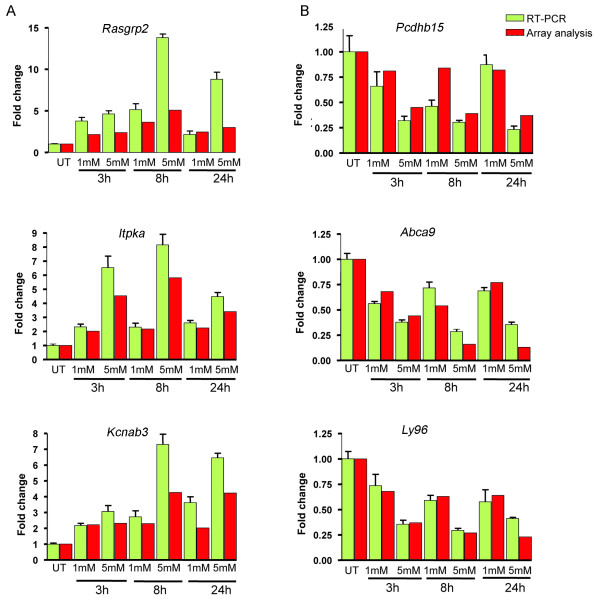
**qPCR analysis of select genes**. Shown are qPCR data for three genes induced at all three time points by both 1 mM and 5 mM MAA (panel A; *Rasgrp2*, *Itpka *and *Kcnab328*) and three genes repressed by 5 mM MAA at all three time points (panel B; *Pcdhb15*, *Abca9 *and *Ly96*). qPCR primers used for this analysis are shown in Additional file 10.

## Discussion

MAA is the active metabolite of the industrial chemical ethylene glycol monomethyl ether, a widely studied testicular toxicant. Presently, we characterize changes in gene expression induced by MAA in the cultured testicular Leydig cell model TM3. This investigation, carried out as a time course of MAA exposure, was designed to gain further insight into the range of changes in gene expression that MAA induces, including gene responses that could contribute to the testicular toxicity that is a hallmark of MAA exposure. The TM3 cell line was chosen based on our earlier finding that these cells are responsive to MAA, which induces changes in the expression of several genes related to androgen synthesis and activity [9]. MAA did not cause any changes in TM3 cell viability over the course of at least 48 hr; nevertheless, we observed extensive changes in TM3 cell gene expression. 3,912 genes were altered in their expression by 5 mM MAA, the plasma MAA concentration associated with germ cell toxicity in mice [10]; 1,168 of these genes responded in common to 1 mM MAA, which is more relevant to the exposure level seen in humans [11]. 

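Called at both concentrations at 1 or more time points were 1719 probes, and 1472 were called at the same time in the same direction at both. Counting early, mid and late responders whose class was the same at both concentrations gave 1077. A further 1106 probes were called at 1 mM only.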

As discussed below, the gene expression changes and associated cellular pathways impacted by MAA in this cellular model parallel some of the toxicities associated with MAA exposure, suggesting that these findings in TM3 cells may serve as a model for MAA-induced toxicities in other cell types as well.

### Rapid MAA induction of zinc finger transcription factors

Analysis of the time dependence of MAA-induced gene responses allowed us to identify genes that respond to MAA rapidly (within 3 h), as well as genes whose altered in expression persists and could potentially serve as biomarkers of MAA exposure. Environmental chemical-induced toxicities are often associated with early gene responses [28]; therefore, genes that respond to MAA rapidly may provide insights into the pathophysiological changes caused by MAA. Presently, we found that 102 of the 1,366 early response genes encode DNA-binding proteins, 32 of which have been linked to developmental processes (Fig. 3). Interestingly, 60 of the early response DNA-binding proteins showed a transient response to MAA, i.e., gene induction responses seen at 3 h were largely reversed by 8 h (Additional file 4), suggesting a feedback loop for the regulation of transcriptional activity by MAA. For example, ATF1 (activating transcription factor 1), a bZIP domain containing protein belonging to the CREB family, was down regulated 2-fold after 3 h of MAA treatment, while CREB5 (cAMP response element-binding 5), another CREB family transcription factor, was up regulated 3.7-fold. 

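Atf1 (probe A_52_P228079) had a log2 ratio of -1.03 at 3 h (standard error 0.0583, n = 2 arrays, limma adjusted p = 3.85e-05) and of -0.58 and -0.39 at 8 h and 24 h. Its 3 h value lies just past 2-fold: it was -0.92 after each array was centred on its median, which is not a call, and other probes of the gene had -0.94 and -0.98. Creb5 (probe A_52_P515959) was above background in the MAA channel and not in the control channel at 3 h, where it was at least 2.42-fold higher (adjusted p = 7.09e-04), and it was not called at 8 h (0.24) or 24 h (0.56). The change from 3 h to 8 h was past the limma contrast for Atf1 (0.45, adjusted p = 0.0267). With normexp and loess the call of Creb5 was lost (0.43). A second probe of Creb5 was also called at 3 h and not at 8 h or 24 h.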

Upon activation, CREB binds as a dimer to the cAMP response element (CRE), where it promotes the recruitment of the transcriptional coactivators CREB binding protein (CBP) and p300 [29]. The impact of this opposite regulation of these two CREB family proteins by MAA on the expression of CRE-regulated genes is unknown. One CRE-regulated gene, *Egr1*, was induced 4.5-fold after 3 h MAA exposure. 

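In these data the 3 h ratio of Egr1 was 4.54-fold. At 1 mM it was called at 3 h with a log2 ratio of 0.71 (adjusted p = 0.0198), a call lost without replicate 1 of those arrays and with normexp and loess, and the difference between concentrations at 3 h had an adjusted p of 0.00937.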

EGR1 is a zinc-finger transcription factor that binds to a GC-rich motif, as do several other zinc finger proteins, which may activate or repress their targets by acting in combination [30]. Previously, evolutionarily conserved zinc finger transcription factor binding sites recognized by WT1, EGR1, SP1, SP2, AP2 and GATA1 were identified in the promoters of 24 differentially expressed prostate cancer genes from eight mammalian species [26], suggesting these zinc finger proteins play a pivotal role in the prostate. Here, both EGR1 and SP1 binding sites were found to be overrepresented in TM3 Leydig cell-expressed genes compared to TM3 cell non-expressed genes. Further studies, including gene knock-down and *in vivo *transcription factor binding assays, are needed to clarify whether these putative sites are true EGR1/SP1 binding sites, whether they are functional, and what impact their binding may have on TM3 cell gene activation or repression.

### Impact of MAA on protein kinase pathways

Protein kinases play a significant role in MAA-induced toxicity, and protein kinase inhibitors can minimize these effects [31]. 

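For the 91 kinase genes listed in Additional file 11, 138 pairs of gene and time were called in the study. All 138 changed in the study's direction, and 128 (92.8%) were called here. 84 of the 91 genes were called at 5 mM, and 81 fell in the same response class. Agk, Cdc42bpa, Cmpk2, Dlg2, Fn3k, Pak7 and Tek were not called at any time point. Of the 38, 53 and 47 pairs at 3, 8 and 24 h, an adjusted p under 0.05 over all probes was reached by 36, 51 and 46. Adjusted over the list alone the counts were 37, 52 and 47, which is not independent evidence because the study drew the list from these samples. Normexp and loess called 66 of the 138. Pak7 is among 7 probes that the study lists as mid transient decreases of 14.1- to 163-fold (Additional file 2, of which the copy used here holds 867 genes, 351 of them in this class). These 7 probes were chosen after their values were seen. The MAA channel was not well above background for any of them on these arrays. They changed on replicate 1 of the 5 mM 8 h arrays alone, with log2 ratios of the processed signals from -8.69 to -4.02, and had -0.11 to 0.18 on replicate 2. They lie within rows 386 to 394 and columns 69 to 74 of the array. For Pak7 the values were -6.77 and 0.18.

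**Figure D6:**
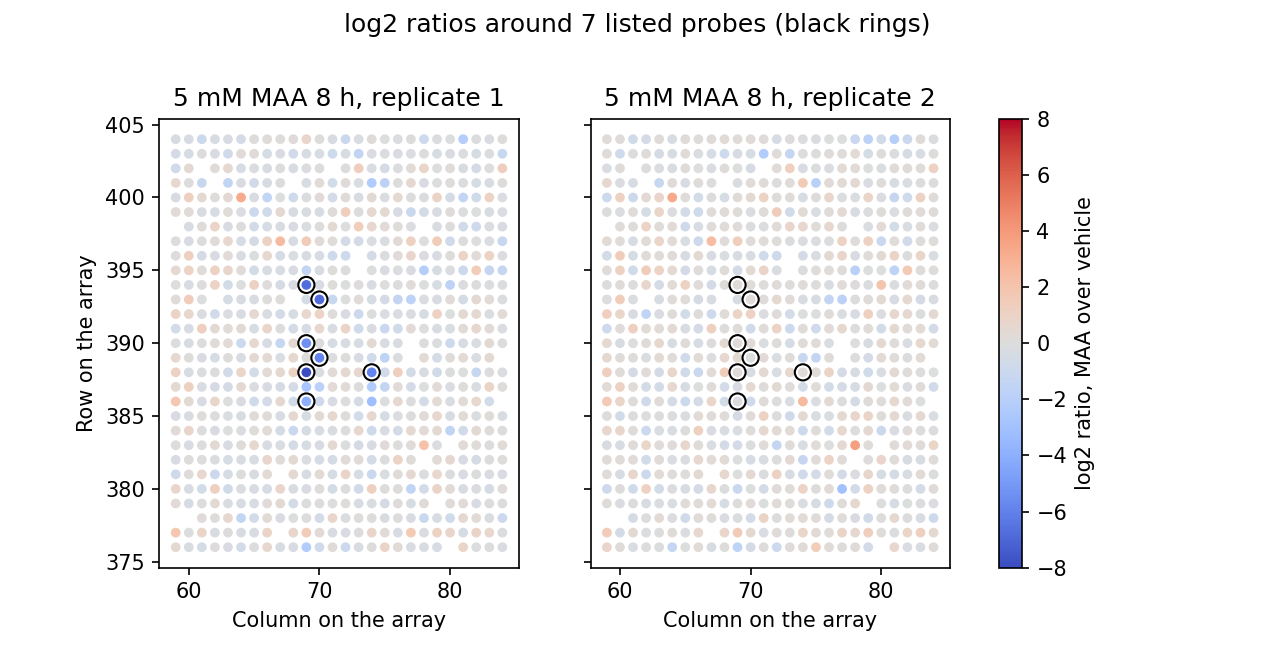
Log2 ratio of MAA-treated to vehicle-treated cells (colour) by row (vertical axis) and column (horizontal axis) of the array around the 7 probes (black rings), on both 5 mM 8 h arrays. The 7 ringed spots are between -8.69 and -4.02 on replicate 1 and between -0.11 and 0.18 on replicate 2.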

Of the 3,912 MAA-regulated genes identified in our study, 91 code for protein kinases, as determined by Ingenuity Pathway Analysis (Additional file 11). These kinases are associated with amino acid metabolism, post-translational modification, small molecule biochemistry, cell death and cell movement. The top canonical pathways affected include inositol metabolism, axonal guidance signaling, FAK signaling, germ cell-Sertoli cell junction signaling, and nicotinate and nicotinamide metabolism. MAA can act as a hormone sensitizer to enhance the transcriptional activity of several nuclear receptors without itself being a hormone mimetic, although the underlying mechanism is only partly understood [9,32]. Our previous studies demonstrated that the potentiation of androgen receptor activity by MAA requires tyrosine kinase signaling that is independent of the RAS-MEK-ERK signaling pathway but requires PI3 kinase activity [9]. Consistently, in this study, we observed that the phosphoinositide/phospholipase C/calcium pathway is enriched in the set of early response genes in common to both 1 mM and 5 mM MAA treatment. Several key factors in this pathway are induced by MAA, including phospholipases C, PI3 kinases, and IP3 receptor (Additional file 9). Both the ERK and PI3 kinase pathways have been suggested to be responsible for *Egr1 *up regulation [33,34]. Further studies will be required to identify the underlying molecular mechanism whereby MAA activates these signaling pathways leading to induction of *Egr1 *and its downstream targets.

### Effect of MAA treatment on histone genes

Several genes encoding histone proteins were induced by MAA treatment. Thus, *Hist1h1d, Hist1h4k*, and *Hist2h2aa1 *were early MAA response genes, *Hist1h1c, Hist2h2be*, and *Hist3h2ba *were mid-response genes, and 9 other *Hist *genes, including 6 encoding histone 1 proteins, were late response genes (Additional file 2). 

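Hist1h1d (probe A_51_P501260) had log2 ratios of 1.99, 2.44 and 2.55 at 3, 8 and 24 h of 5 mM MAA (standard error 0.197, n = 2 arrays, limma adjusted p = 3.52e-04, 9.75e-05 and 9.62e-05), and a second probe of the gene had 0.01, 0.26 and 0.78 and was not called. Hist1h4k was called at each time (1.08, 1.08 and 1.53, standard error 0.234), and its call was lost at each time with the slide as a block and with normexp and loess, at 3 h and 24 h without replicate 1 of those arrays, and at 8 h without either array. Hist2h2aa1 (probe A_52_P571832) was repressed, with -1.79, -1.93 and -0.20 (standard error 0.0661), and called at 3 h and 8 h. A second probe was also called at both times (-1.73 and -2.16) and another at neither (-0.17 and -0.43). Additional file 2 of the study lists the gene as early sustained down. Hist1h1c and Hist2h2be were first called at 8 h, with 1.56 and 1.20 there and 1.70 and 1.09 at 24 h. Hist3h2ba was not called. It was above background in the MAA channel alone at 8 h (at least 1.74-fold higher) and, on 1 of 2 arrays, at 24 h (at least 1.24-fold higher). The 37 probes whose gene has a former symbol that starts with Hist in the reference table include the probe of Hist2h2aa1 that was not called. The probe of Hist1h4k and the repressed probes of Hist2h2aa1 carry no gene symbol and are not among them. The 37 had median log2 ratios of -0.03, 0.18 and 0.60 at 3, 8 and 24 h (camera adjusted p = 0.285, 0.0183 and 6.15e-06). At 3 h the mean was 0.10 while the median was below 0, and the median became 0.08 when each array was centred and 0.03 with the slide as a block. At 8 h the adjusted p was 0.0519 when dim probes were left out and 0.0999 with 1 probe per symbol. Called up were 1, 3 and 10 of the 37 at 3, 8 and 24 h, and none of the 37 was called down.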

H1 histones stabilize compact, higher order structures of chromatin, regulate gene expression, and participate in chromatin-based processes like DNA replication and repair [35]. The altered expression of this linker histone in MAA-treated cells could destabilize chromatin architecture and contribute to malignant transformation or genetic disorders. *Hist1h1d *is significantly up regulated in rat testis within 4 h of MAA treatment, and this change has been correlated with increased acetylation of core histones [36]. 

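At 1 mM MAA Hist1h1d was also called at each time point, with log2 ratios of 1.24, 1.58 and 1.53 at 3, 8 and 24 h (limma adjusted p = 0.0161, 0.00702 and 0.00392). The 3 h call was lost without replicate 1 of those arrays, with the slide as a block and with normexp and loess, and the 24 h call with normexp and loess.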

The induction of mouse *Hist1h1d *seen in our study is consistent with that earlier report, and supports the utility of the mouse TM3 model for identifying gene changes that may be linked to MAA toxicity. It will be interesting to determine the relationship between histone up regulation and the other gene expression changes caused by MAA.

### Biological pathways affected by MAA

Many of the prominent toxicological effects of MAA or the parent toxicant, ethylene glycol monomethyl ether, are well characterized [37] and several studies have elucidated effects of MAA on intracellular signaling pathways and changes in gene expression [3,36]. Using Ingenuity Pathway Analysis we identified pathways related to reproductive system development and function, embryonic development and tissue morphology to be the most affected by MAA. Moreover, at all three time points examined, MAA affected genes associated with several disease pathways, reproductive system disease, inflammatory disease, connective tissue disorders and skeletal and muscular disorders. Alteration of these pathways in the corresponding target tissues could contribute to some of the physiological diseases and disorders that have been associated with MAA exposure, including MAA-induced disruption of neurogenesis and limb and digit differentiation in mice [1], hematopoiesis [38], cell death [39] and immune system disorders [40-42]. MAA also induced significant changes in the expression of membrane proteins, which is reflected in the dysregulation of genes involved in cell-to-cell signaling, cell adhesion and cell mobility as indicated by Ingenuity Pathway functional analysis (Table 1). Indeed, a majority of the genes that were induced or repressed by MAA under all treatment conditions belong to this category (Table 3 and Additional file 3). Moreover, 32 of 102 early MAA response genes encoding DNA-binding proteins are associated with developmental processes (Fig. 3).

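Hsd17b11 (probe A_52_P132165) was called at 8 h of 5 mM MAA only, with log2 ratios of -0.85, -1.09 and -0.70 at 3, 8 and 24 h (standard error 0.0889, n = 2 arrays, limma adjusted p = 4.44e-04, 1.02e-04 and 8.69e-04). A second probe of the gene was also called at 8 h only (-1.01). For the first probe no change between times was past the test. Its limma contrasts had an adjusted p of 0.386 from 3 h to 8 h and 0.109 from 8 h to 24 h. Its 8 h call was lost with normexp and loess (-0.98). Without replicate 1 of the 3 h arrays it was also called at 3 h (-1.03).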

Genes related to testicular function whose expression was significantly altered by MAA include *Cyp11a1*, *Hsd17b11, Shbg *and *Insl3 *and *Rhox5 *(Fig. 4 and Additional file 7), which encode proteins involved in testosterone biosynthesis or development of the male reproductive system. Changes in the expression of these genes might impact testosterone biosynthesis/availability and influence spermatocyte survival. CYP11A1 cleaves the side chain of cholesterol to yield pregnenolone, the initial step in the pathway leading from cholesterol to steroid hormone production [43]. HSD17B11 is a hydroxysteroid dehydrogenase that is required for synthesis of androstenedione, a precursor of testosterone [44]. Insulin-like 3 (INSL3; Leydig insulin-like peptide) is important in testis descent [45], with male mice mutant for *Insl3 *exhibiting cryptorchidism or defects in testis descent due to abnormal gubernaculum development [46]. Steroid hormone binding globulin (SHBG) binds androgens and its over-expression can cause testosterone depletion and toxicity [47,48]. 

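On the arrays Cyp17a1 (probe A_51_P116813), which encodes a steroid hydroxylase, had log2 ratios of -0.20, 0.17 and -0.16 at 3, 8 and 24 h of 5 mM MAA (standard error 0.138, n = 2 arrays, limma adjusted p = 0.404, 0.465 and 0.482), with both channels well above background, and it was not called at either concentration.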

The expression of *Cyp17a1*, which catalyzes the 17-hydroxylase and lyase activities required for testosterone synthesis [49], was increased in MAA-treated cells, as determined by qPCR, although this change was not seen in the microarray analysis. Further studies are required to determine if these changes affect Leydig cell testosterone production, which could have a direct impact on germ cell survival and toxicity. MAA also induced two homeobox genes, *Rhox5 *and *Hoxb13*, which have been implicated in the modulation of androgen receptor-regulated gene expression in Sertoli cells and in prostate, respectively [50,51]. 

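At 1 mM MAA Hoxb13 was called at 24 h (log2 ratio 1.64, limma adjusted p = 0.00315), a call lost with the slide as a block and with normexp and loess, and Rhox5 was not (0.32, adjusted p = 0.0415).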

*Rhox5*, which is considered a Sertoli cell marker gene but is also expressed at a low level in Leydig cells *in vivo *[52], is thus an MAA-responsive transcription factor that may mediate some of the effects of MAA on downstream targets [50]. 

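Esr1 (probe A_52_P237077), which encodes estrogen receptor-α, had log2 ratios of -0.59, -1.31 and -0.41 at 3, 8 and 24 h of 5 mM MAA (standard error 0.217, n = 2 arrays) and was called at 8 h (limma adjusted p = 0.00280). The change from 3 h to 8 h was not past the test (adjusted p = 0.261), and the 8 h call was lost without replicate 2 of the 8 h arrays and with normexp and loess. A second probe of the gene, with neither channel well above background at 8 h, was not called.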

Finally, MAA down regulated estrogen receptor-α, suggesting the MAA can also impact estrogenic signaling in testicular cells. Of note, MAA also disrupts estrogenic signaling in MCF7 cells *in vitro *and in the mouse uterus *in vivo *[53].

Metabolic labeling studies establish that MAA can be activated to the thioester 2-methoxyacetyl- coenzyme A, which enters the tri-carboxylic acid cycle [1]. Conceivably, just as acetyl coenzyme A is funneled into multiple metabolic pathways, 2-methoxyacetyl-coenzyme A may enter multiple pathways, including tri-carboxylic acid cycle, fatty acid metabolism and amino acid metabolism with affects on cellular metabolism and gene expression. Acetyl coenzyme A is also essential for histone acetylation, a key event in gene transcription [54], suggesting that 2-methoxyacetyl-coenzyme A could also affect that process. We observed significant MAA-induced changes in expression of genes involved in cellular metabolism, oxidation status, transcription and gene expression, as might be caused by a metabolite which can enter and impact several key cellular metabolic and regulatory pathways. Further studies using inhibitors and metabolites of specific pathways are needed to test these hypotheses.

## Conclusions

In this study, we monitored the progressive changes in gene expression induced by MAA in a cultured Leydig cell model and detected extensive changes in TM3 cell gene expression. The MAA-responsive pathways identified are linked to reproductive system development and function, embryonic development and tissue morphology. These MAA-induced perturbations of cellular and biological functions may help elucidate the testicular pathophysiological responses induced by MAA exposure and identify useful biomarkers of MAA toxicity.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

GB and DJW conceived and designed the experiments, GB performed the experiments, YZ, GB and DJW analyzed the data and wrote the paper, and DJW managed the overall design and execution of the project. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Principal component analysis of microarray data sets**. Click here for file

Additional file 2 **Expression ratio and TFS of 5 mM MAA response transcripts and transcripts of each subgroup**. Click here for file

Additional file 3 **Gene functional clusters affected by 5 mM MAA for each sub-group as determined using DAVID database, together with the KEGG pathways enriched in each group**. Click here for file

Additional file 4 **Expression ratio and TFS of 102 early response genes identified as DNA-binding proteins by their GO terms**. Click here for file

Additional file 5 **KEGG Pathways associated with 5 mM MAA early response genes**. In each pathway, the MAA-responsive genes are marked by a red asterisk. Click here for file

Additional file 6 **Enriched motif analysis of MAA response genes**. Click here for file

Additional file 7 **Impact of MAA on testis expressed genes**. Click here for file

Additional file 8 **Expression ratio and TFS of response transcripts common to both 1 mM and 5 mM MAA treatment in each sub-group**. Click here for file

Additional file 9 **Gene functional clusters and KEGG pathways enriched in each group of 1 mM and 5 mM MAA common response genes**. Click here for file

Additional file 10 **Mouse qPCR primer sets and Genebank accession numbers**. Click here for file

Additional file 11 **5 mM MAA regulated kinases as identified by Ingenuity Pathway Analysis (IPA)**. Click here for file

# Supplementary material for: Impact of methoxyacetic acid on mouse Leydig cell gene expression
**Source:** Reprod Biol Endocrinol. 2010 Jun 18;8:65. doi: 10.1186/1477-7827-8-65

Additional file 1. Principal component analysis of microarray data sets. Shown are the expression profiles of genes >97.5th percentile (or < 2.5th percentile) of the scores in each of the first two principal components shown in Fig. 1.

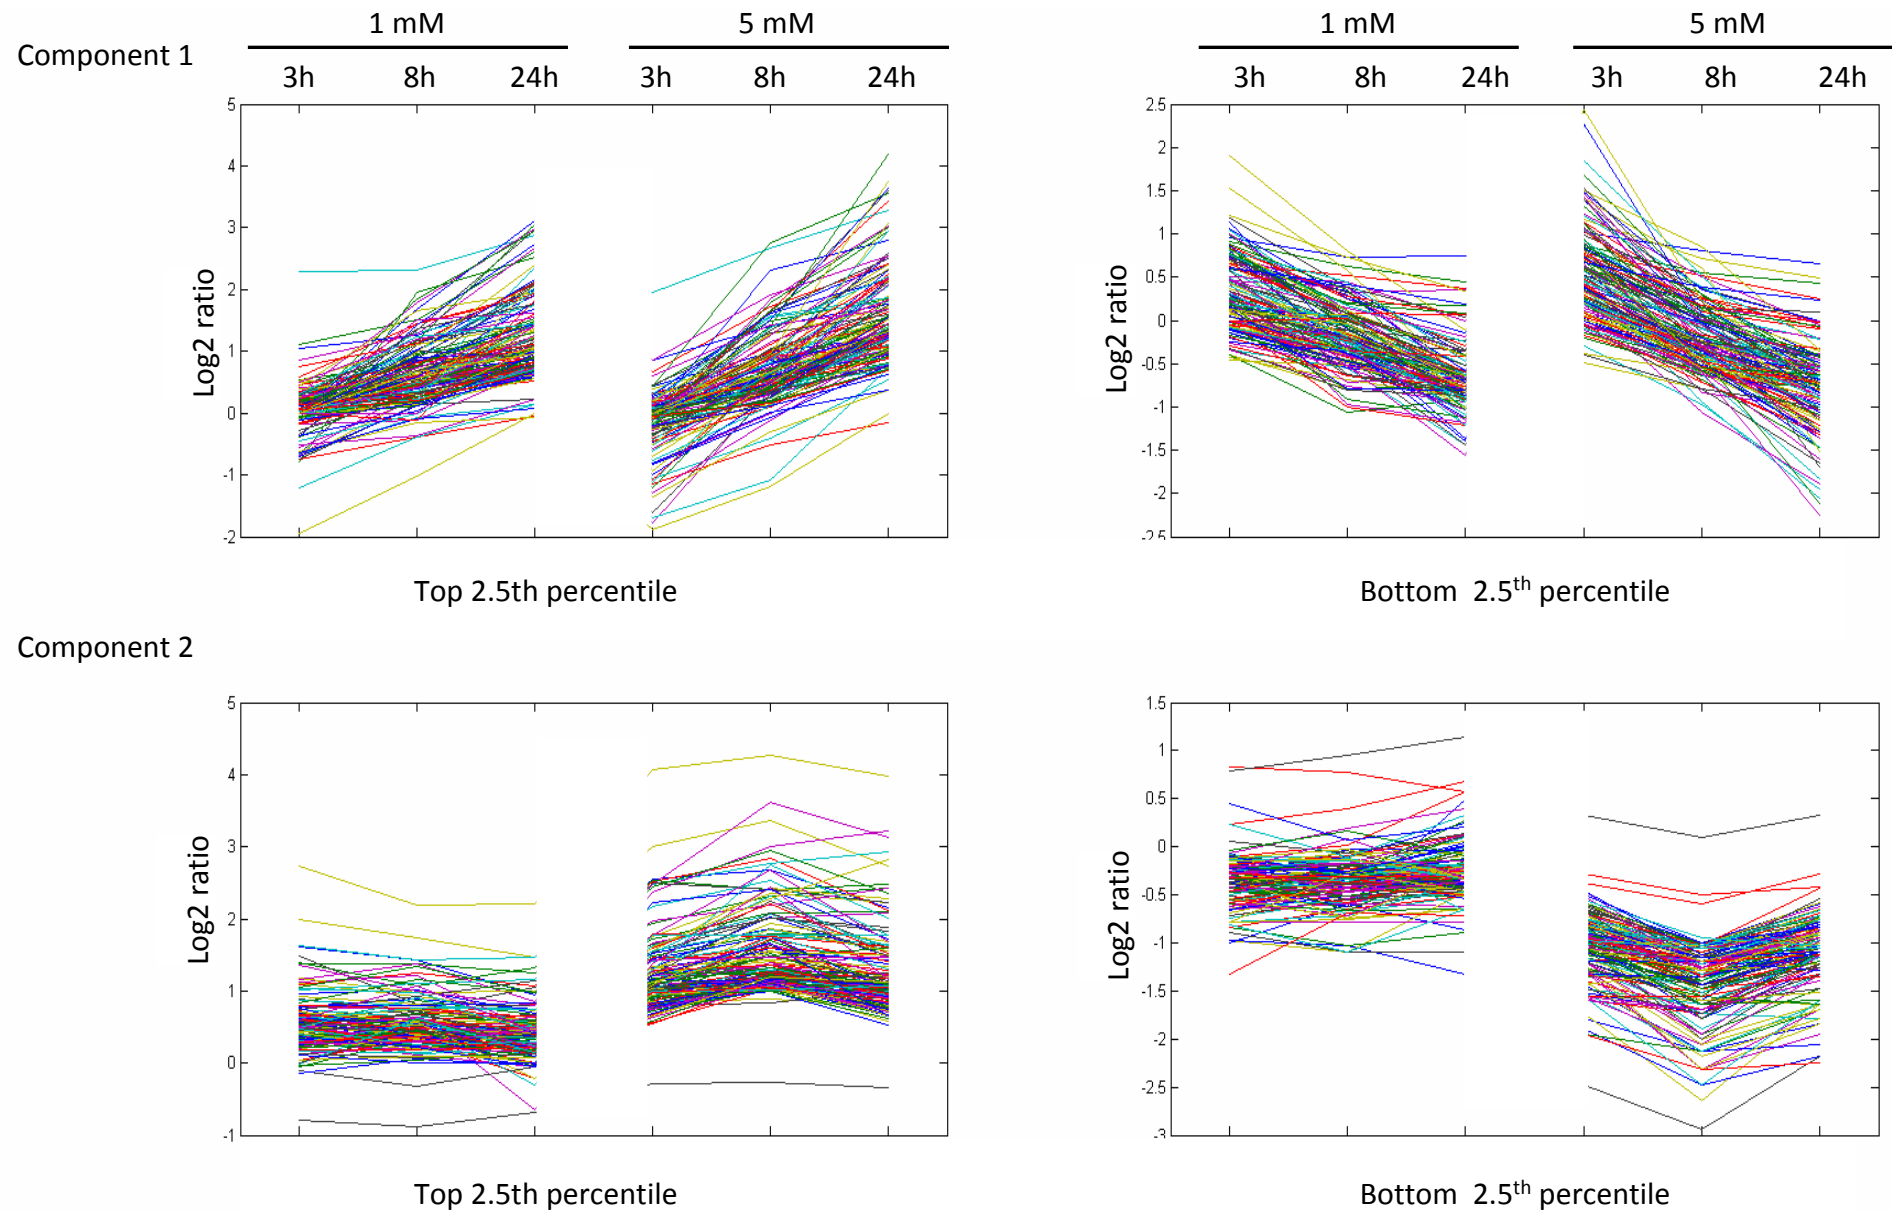

**Supplement:** Additional file 1 — Principal component analysis of microarray data sets.

# Supplementary material for: Impact of methoxyacetic acid on mouse Leydig cell gene expression
**Source:** Reprod Biol Endocrinol. 2010 Jun 18;8:65. doi: 10.1186/1477-7827-8-65

Additional file 5

KEGG Pathways associated with MAA (5  
mM) early response genes

# Cytokine-cytokine receptor interaction

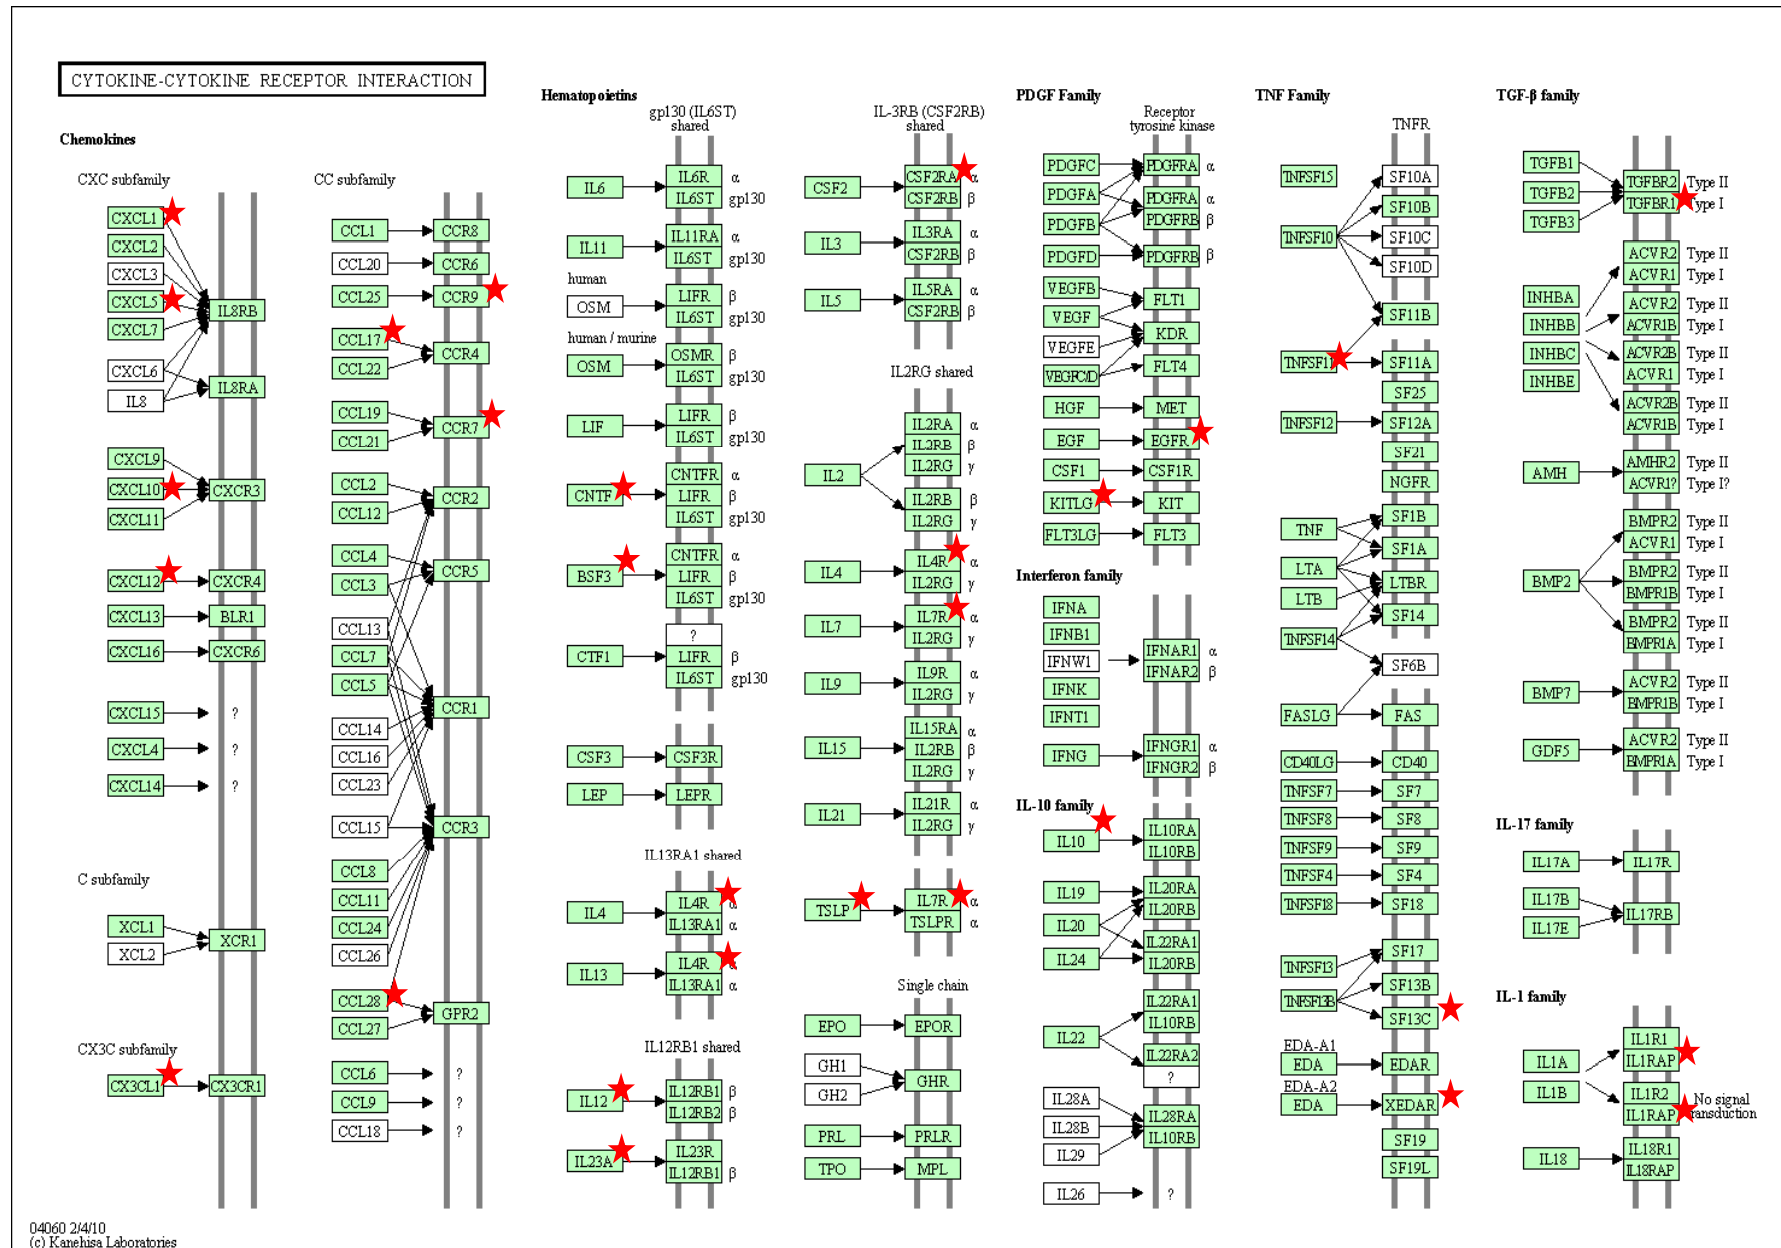

# Calcium signaling pathway

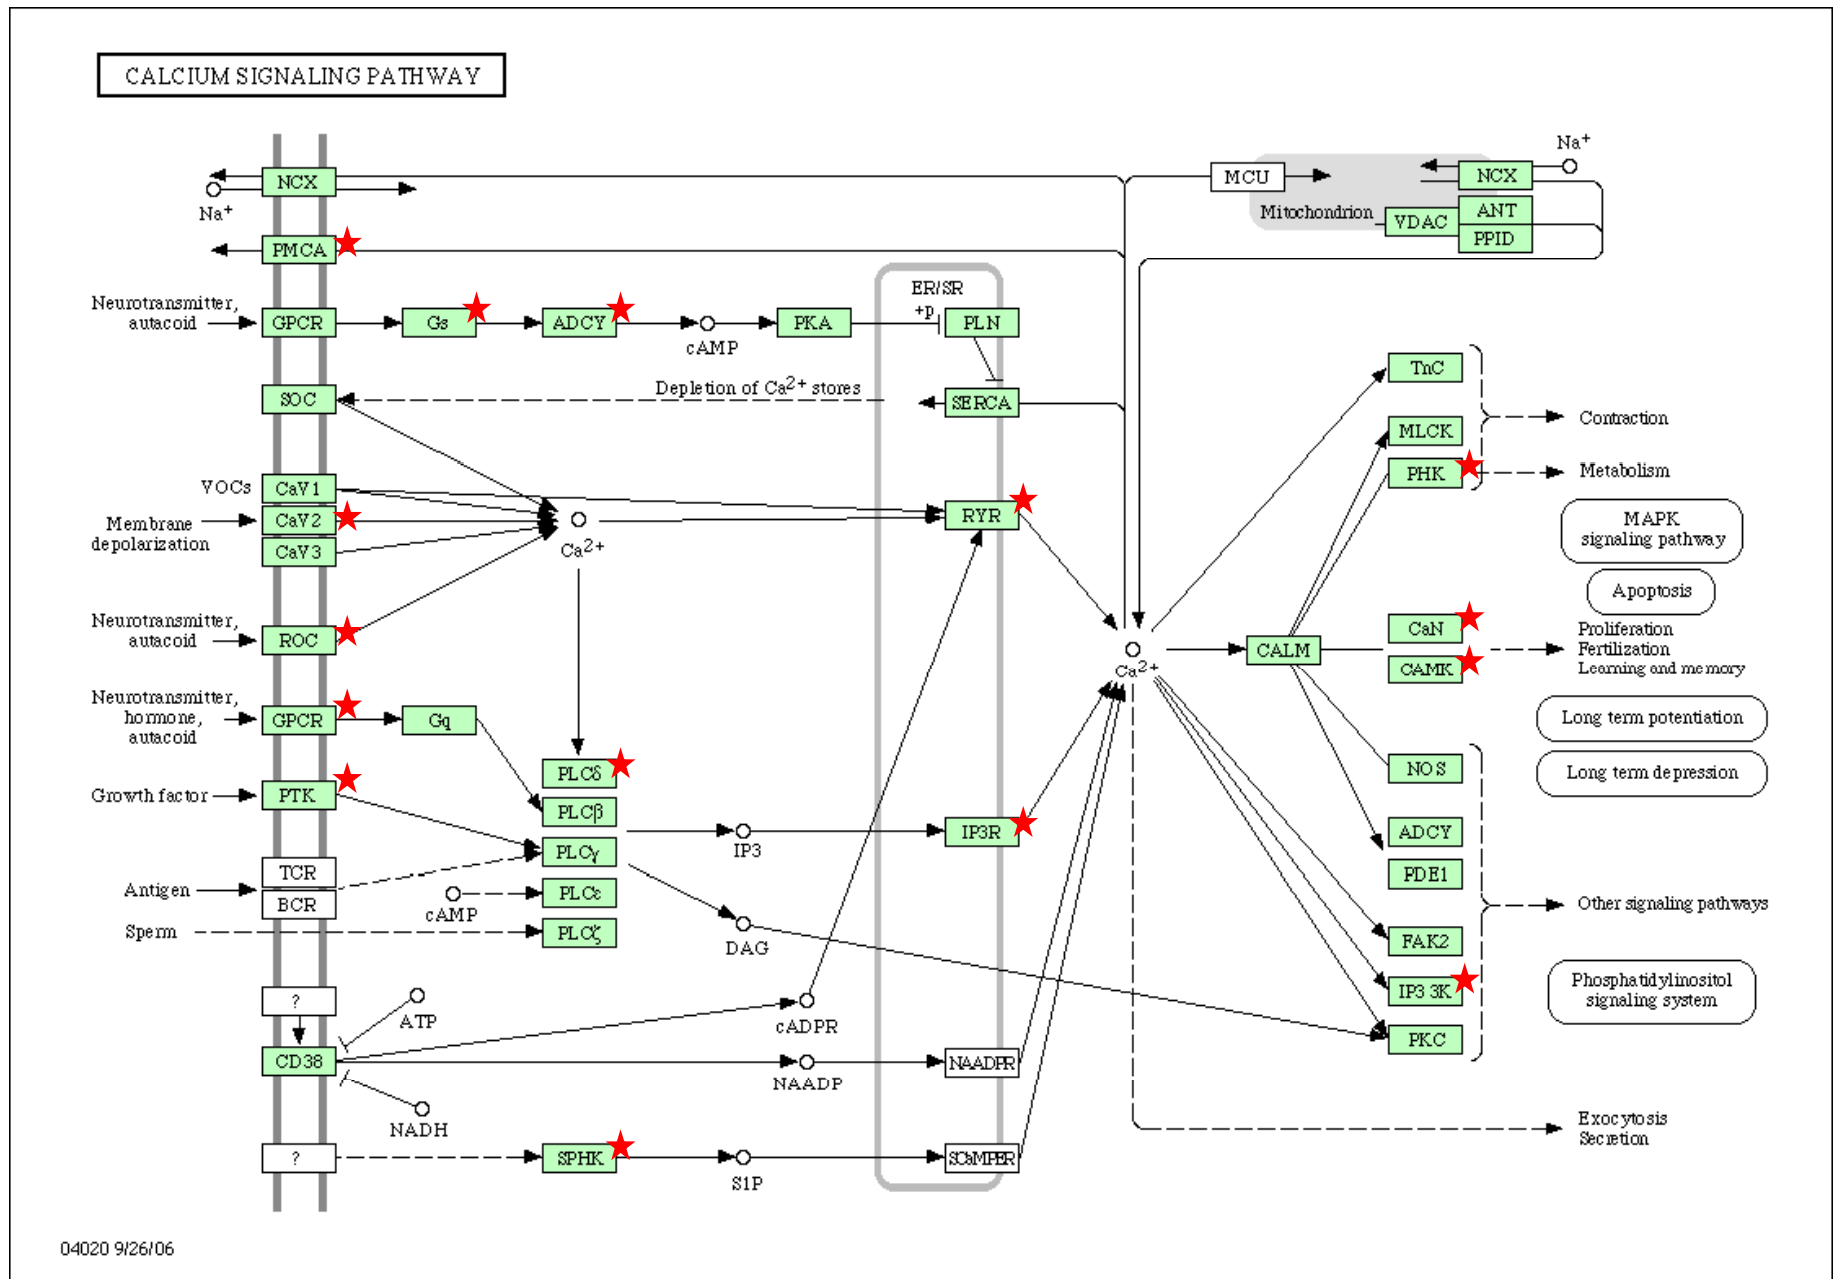

# JAK-STAT signaling pathway

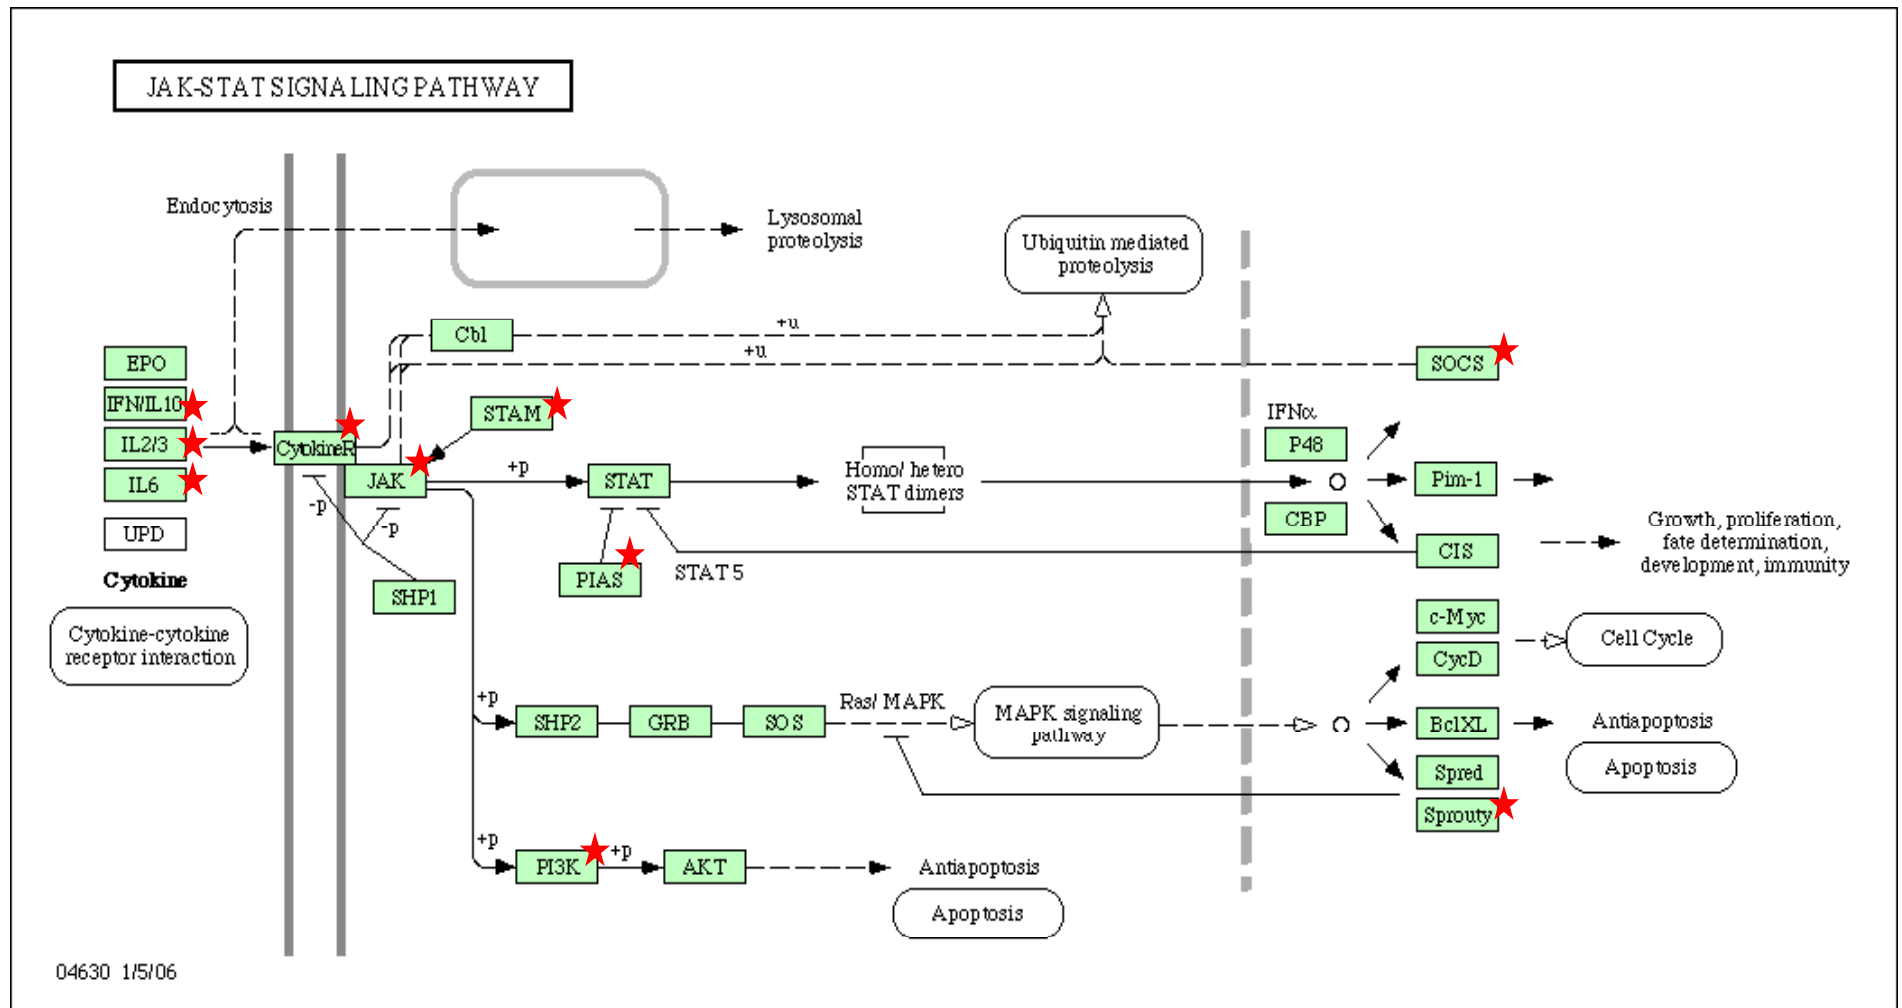

# MAPK signaling pathway

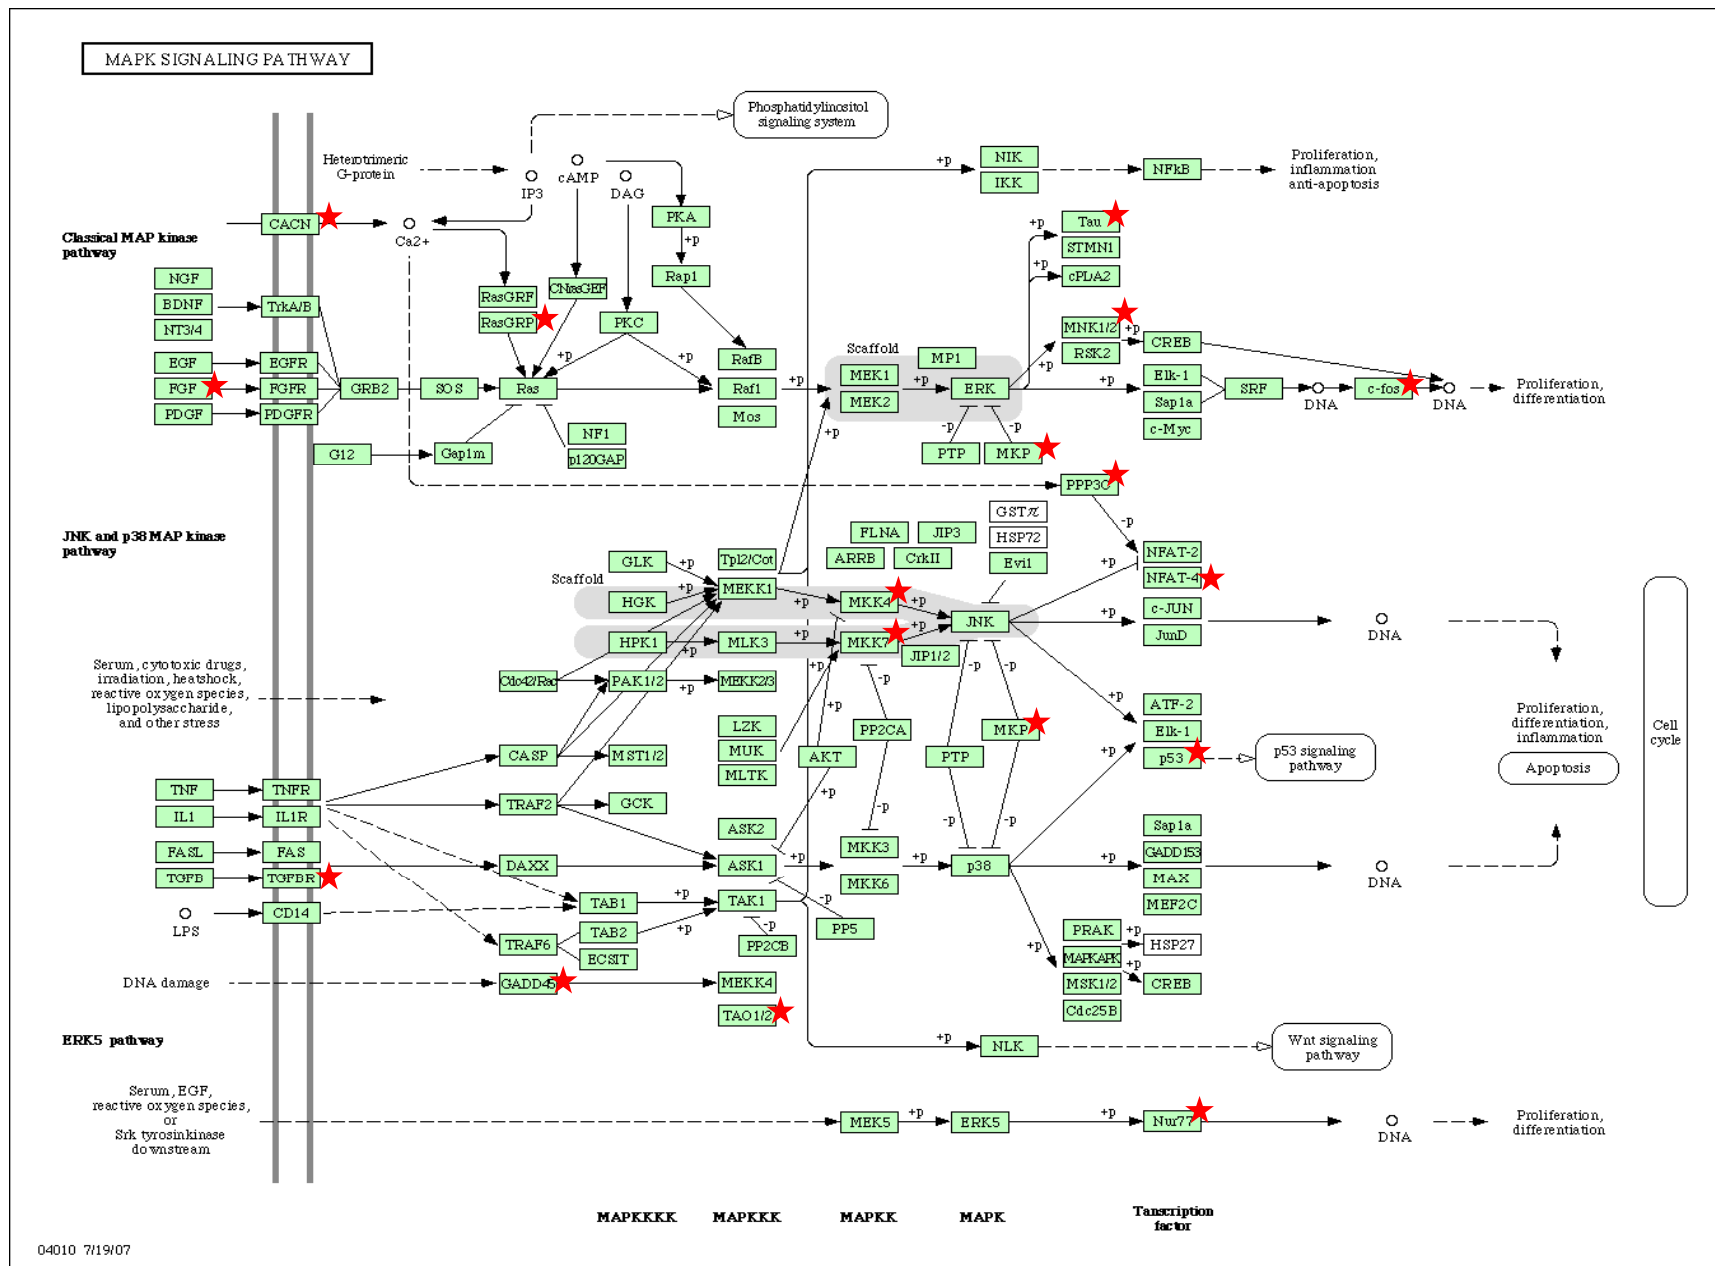

**Supplement:** Additional file 5 — KEGG Pathways associated with 5 mM MAA early response genes. In each pathway, the MAA-responsive genes are marked by a red asterisk.

How the deposited data were processed for this re-analysis (not part of the article)

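TM3 Leydig cells had been treated with 1 mM or 5 mM MAA for 3, 8 or 24 h, and RNA of each of the 6 conditions was compared on 2 Agilent arrays with RNA of cells kept in culture medium alone for the same time. Each RNA sample was a pool of 3 cultures, the pair of arrays had exchanged dyes, and the 12 arrays lay on 3 slides of 4. The authors scanned the arrays and used Feature Extraction 9.5.3.1 to subtract background, detrend the signal intensities and normalize the dyes within each array by a linear and LOWESS method, and the deposited scanner output holds these intensity values. The deposited table for each array holds log10 ratios, which the authors had already turned to MAA over control, to 2 decimals. Other columns of the scanner output hold flags and positions of the spots.

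Of 45018 spots per array, 1639 were control spots and were left out. Spots marked as outliers in either channel, with a median of 136 per array, were excluded, and repeated spots were averaged, which gave 41174 probes. Log2 ratios were computed from the processed signals of the red and green channels and turned to MAA over control, without centring between arrays. Gene symbols were assigned to 22147 probes, 22072 of them through an accession. The median signal was between 53.1 and 124 in the MAA channel and between 53.4 and 126 in the control channel, and at least 1 channel was well above background for 64.3% to 71.3% of probes. Signals near background limit what can be said of weakly expressed genes: where 1 channel was not well above background on either array a fold is a lower limit, and where neither was no fold is given.

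R 4.3.3 with limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0 was used for the calculations, and Python 3.11.15 with matplotlib 3.10.9 for the figures. All 12 arrays were fitted together with 1 coefficient per condition, 6 residual and 1.515 prior degrees of freedom, and moderated t statistics were computed. A probe was called at an unadjusted p under 0.005 and a change over 2-fold at 5 mM or over 1.5-fold at 1 mM. Differences between times and between concentrations were tested as limma contrasts with Benjamini-Hochberg adjusted p under 0.05. Gene families, defined by the start of the gene symbol or, for histones, of a former symbol, were tested with camera at a preset correlation of 0.01 and with fry. Principal components were computed on the mean log2 ratios of the 6 conditions, for probes called in any condition, after scaling each probe to a mean of 0 and an SD of 1. Responses at the 2 concentrations share control cultures of the same time, so overlap was compared with 20 simulated data sets with shared controls and no effect. Single channels were put on one scale by Aquantile normalization to ask whether calls at a single time came from the control channel.

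The genes named in the text are every gene that the study names as measured on the arrays, by the probe in its Additional files or else its probe with the highest mean signal, the 3 called genes with the largest increases and the 3 with the largest decreases at each 5 mM time, and 2 genes for each kind of difference described after the article. Some genes that this rule picks are not given in the text. The increases and decreases were taken among probes past the fold threshold on both arrays and well above background in at least 1 channel. This rule, the tests and the alternatives were chosen before the data were examined, apart from the tests named as chosen later. Copies of Additional files 2, 4 and 8 end before their last genes and were used for single genes, with 1 exception. The 351 mid transient decreases in the copy of Additional file 2 were searched as a set for 8 h changes over 8-fold apart on the 2 arrays. Additional files 7 and 11 were tallied.

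Alternatives tried were normexp background correction with an offset of 50 followed by loess, the deposited log10 ratios, centring each array on its median, leaving out dim probes, keeping the outlier spots, the replicate number as a block, the slide as a block, adjusted p-values, an error-weighted mean of the pair, a threshold of 2 SD, the 6 arrays of a concentration alone, 1 probe per symbol, fry, other scalings of the components, quantile normalization of the channels, and leaving out each array in turn. The steps were tested on simulated data of 41174 probes with 4-fold changes, of which 96%, 97% and 98% were called at 3, 8 and 24 h, with 47, 51 and 49 unchanged probes called. The contrast of 8 h with 3 h found 60% of simulated 4-fold changes at 3 h that were absent at 8 h, with independent noise on each array. The induced early transient probes fell less, from a median log2 ratio of 1.24 to 0.60, so the 60% does not carry over to them. Leaving 1 array out found 88% and the slide as a block 82% at 3 h.

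Rosetta Resolver's error model was not run. The search of promoters for GC boxes was not run because no genome sequence was used here, and pathway analyses and qPCR were not analysed here. Genes that matched no probe, Ifi203 and Muc2 among them, were left out, and Fbxl16 was matched by a synonym after the other results had been seen.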

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

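The count of probes past the 1 mM threshold at 5 mM was chosen after the other results were seen, and every other test given here was chosen before its result was seen.

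At 5 mM MAA, 24 probes were called in opposite directions at different times, each with a tested difference between those times. Celsr1 had a log2 ratio of the processed signals of -1.98 at 3 h, where the MAA channel was not well above background and only a fold of at least 2.48-fold lower is supported, and of 2.87 at 24 h (n = 2 arrays each, both arrays in the same direction). Lum had -1.54 at 3 h and 1.89 at 24 h. The difference between 24 h and 3 h had a limma adjusted p of 3.84e-04 for Lum. With normexp and loess the 3 h calls were lost (-0.39 for Lum) and the 24 h calls were kept. A change in the control cultures between the times would move the control signal by more than the treated signal, which was so for 37.5% of the 24 probes (9 of 24). With so few probes, a change of the controls and a response to MAA that turns with time cannot be told apart for the group, because the share is within chance of 50%.

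At the same time but different concentrations, 25 probes were called in opposite directions with a tested difference. Fam180a had a log2 ratio of -2.58 at 5 mM and 1.44 at 1 mM after 24 h, and Mmp3 had -1.995 and 1.53. The difference between concentrations had a limma adjusted p of 8.99e-05 for each of these genes, and both arrays of each treatment had the direction given. With normexp and loess the call of Mmp3 at 5 mM was lost (-0.99), and the other calls were kept. If different control RNA on the arrays of the concentrations were the source, the control signals would differ by more than the treated signals in most probes, and they did in 0 of 25 (0%), which argues against different control RNA on the arrays of the 2 doses. The dose of MAA stays as a candidate explanation. A difference between the arrays' slides was not tested for these probes as a set.

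The paper does not report on genes that respond to 1 mM alone. Here 207 probes were called at 1 mM and at no 5 mM time point, with a tested difference between concentrations at 3 h (9 probes), 8 h (37) or 24 h (161). Of these, 153 were up and 54 down, and 202 had the larger change at 1 mM. Because the threshold is 1.5-fold at 1 mM and 2-fold at 5 mM, a probe can be called at 1 mM alone while it responds at both: 13 of the 207 (6.28%) were past the 1 mM threshold at 5 mM at the same time. At 24 h, Ctla2a had a log2 ratio of 1.32 at 1 mM and 0.80 at 5 mM (limma adjusted p for the difference = 0.00857), and Gm9758 had 2.38 and 0.80 (adjusted p = 0.00220), so both pass the 1 mM threshold at 5 mM too and differ in size of response. Their 1 mM calls were kept in every alternative run for them. Against different control RNA, the control signals differed by more than the treated signals for 11.6% of the probes. Against signals near background, 76.3% were well above background on both arrays. Against a difference between slides as the whole cause, 58.0% were still called with the slide as a block, and the rest were not. A response to the lower concentration that is absent or smaller at 5 mM may underlie part of the 207. This is a hypothesis found and tested on the same arrays.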

How the results depend on the processing

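All alternatives given here were chosen before the data were examined. Where no cause is named, the cause was not tested.

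Keeping the outlier spots left all 31 values on their side of the thresholds or within the spread, and so did quantile normalization of the channels for the 6 shares of single-time calls that lie in the control channel. The medians of Pcdhb at each time, of H2- and Hist at 24 h, of Ifi20 at 8 h and 24 h and of Gbp at 3 h kept their direction and their side of the test in each alternative run for them. Counts of calls at 5 mM stayed within 1.5 times the reported count in 10 of 12 alternatives.

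Normexp and loess gave 534, 1030 and 881 calls at 3, 8 and 24 h of 5 mM and 1714 at any time, with 534 early, 734 mid, 446 late and 238 early transient responders, of which 113 had a tested difference. At 1 mM 823 were called, and 104 early responders were common to both concentrations. The share with the larger change at 5 mM was 98.9%, 94.3% and 83.4%, the component shares were 50.4% and 30.7%, and 14 testicular and 66 kinase calls of the study were made. Calls that were lost at 3, 8 and 24 h had median signals of 53.8, 29.2 and 15.1, and those kept 1121, 707 and 403. None of the 194, 248 and 308 calls of dim probes was kept, and of the calls well above background 529 of 1352, 1021 of 2035 and 874 of 2007 were kept, so dim probes make up only part of the loss. The offset of 50 draws ratios of signals near or below 50 towards 0, while the fold thresholds were kept. Part of the loss is therefore built into this alternative, and how much was not tested. Of 600 values of named genes, 495 kept their side and 104 lost their call. Shbg at 1 mM 3 h changed sign, from 0.90 to -0.014, with neither channel above background.

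With 1 probe per symbol, which tests 16038 probes, the counts were 585, 1047 and 1105 at 3, 8 and 24 h, 1814 at any time, 568 early, 701 mid, 524 late, 230 early transient (97 with a tested difference), 1223 at 1 mM and 218 common. The share larger at 5 mM was 88.9% at 3 h and 75.8% at 24 h, the components held 40.4% and 34.7%, and Hist (0.13) and H2- (0.14) at 8 h were no longer past the test (adjusted p = 0.0999 each). Fewer probes tested lower the counts.

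Shares with the larger change at 5 mM, at 3, 8 and 24 h, were 90.6%, 88.0% and 71.6% with centred arrays, 93.4%, 92.4% and 72.8% without dim probes, 88.4%, 87.6% and 72.0% with the replicate block, 86.7%, 87.0% and 77.0% with the slide block, 92.5%, 91.6% and 73.7% with adjusted p, 90.8%, 83.9% and 65.2% with error-weighted means, and 90.3%, 90.2% and 75.5% in the fit of 6 arrays. At 3 h the deposited log10 ratios gave 90.9%, and 2 SD gave 90.6% at 3 h and 75.7% at 24 h. Leaving out 1 array gave 75.7% to 89.3% at 3 h, 85.1% to 90.4% at 8 h and 72.1% to 74.2% at 24 h. Each share stayed above 50%.

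Components 1 and 2 held 37.0% and 34.5% with centred arrays, 42.5% and 33.9% without dim probes, 37.4% and 34.8% with the replicate block, 35.8% and 32.4% with the slide block, 37.3% and 34.6% with error-weighted means, 44.3% and 32.2% when centred only, and 71.8% and 14.6% when neither centred nor scaled. Component 1 alone moved to 38.2% with the deposited ratios, 37.6% with adjusted p, 38.7% with 2 SD and 38.4% in the fit of 6 arrays. Leaving out 1 array gave 36.4% to 38.2% and 33.0% to 35.4%.

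Early transient probes with a tested difference numbered 72 with centred arrays, 311 with the replicate block, 0 in the limma fit of 6 arrays, where 416 differed at an unadjusted p under 0.05, and 28 (without 5 mM 8 h replicate 2) to 158 (without 5 mM 3 h replicate 1) with 1 array left out. Fewer residual degrees of freedom in the fit of 6 arrays raise the p-values. Without 1 array, the lone array is assumed to vary like the other conditions.

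Replicate 1 arrays share the dye of the MAA sample, as do replicate 2 arrays, so the replicate block is a dye term for each probe. Departures of the arrays from the mean of their pair correlated across probes between conditions with r from 0.0750 to 0.515 (median 0.375), over 0.1 in 14 of 15 pairs of conditions. Dye effects and other sources of this shared departure were not separated, and the calls given elsewhere come from the fit without the block.

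Without dim probes H2- at 3 h passed the test (0.16, adjusted p = 0.0443) and Hist at 8 h did not (0.14, 0.0519). With the slide block Gbp at 8 h did not (-0.64, 0.0586) and at 24 h did (0.55, 0.0194), as it did with fry (0.49, 2.13e-04). With 1 array left out, Ifi20 at 3 h ran from -0.075 to 0.22, past the test without 5 mM 3 h replicate 2, and Hist at 8 h from 0.18 to 0.21, not past it without 5 mM 8 h replicate 2. Over its alternatives the adjusted p of H2- at 3 h ran from 0.0443 to 0.513, of Hist at 8 h from 0.00322 to 0.0999, of Gbp at 8 h from 4.25e-06 to 0.0586 and at 24 h from 2.13e-04 to 0.713.

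The slide block left 556 of 600 named values on their side, with 28 calls lost and 16 gained. The alternatives of the promoter GC boxes were not run.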

Differences from the paper's values

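All alternatives named here were chosen before the data were examined, and the 7 probes in the last paragraph were picked after their values were seen. All 69 folds and 30 counts and shares compared with the paper's lie within 1.5 times the paper's or within the replicate SD, and 3 folds with no signal well above background were left out. What follows are statements on genes and directions.

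The paper assigns its leading component to change with time at both concentrations and the next to the difference between concentrations. Here component 1 held 67.8% of the direction of concentration and component 2 held 24.7%. With error-weighted means component 1 held 0.0999% of it and component 2 92.5%, with log2 ratios centred only 15.2% and 74.4%, and with log2 ratios neither centred nor scaled 10.9% and 7.20%. Without 5 mM 3 h replicate 1 they were 22.9% and 72.4%, and without 1 mM 3 h replicate 1 46.4% and 46.7%.

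The paper's text counts Hist2h2aa1 among induced histone genes, while its Additional file 2 lists it as early sustained down. Its log2 ratio was -1.79 at 3 h and -1.93 at 8 h, a second probe was also called down, and another was not called. Hist3h2ba, a mid responder in the paper, was not called at 8 h, but was with the replicate block and the error-weighted mean.

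Of 32 genes the paper names as early sustained, 27 were so here by the probe used. By that probe Tubb6 was called in no setting at 3 h (-0.26) or 8 h (-0.20), Kitl (0.42) and Elmo1 (0.09) in none at 3 h, and Bcl2 (0.33) in none at 8 h. Cln8 was called at 3 h with centred arrays, the slide block and 2 SD, and in no setting at 8 h. Another probe each of Elmo1, Bcl2 and Cln8 was called at 3 h and 8 h, and Additional file 2 lists the probe of Elmo1 used here as mid transient. The paper's text also names Kitl among mid and late genes. Of 25 mid and late genes, 22 were called. Itgal was called in no setting. Adra1b (-1.45 at 8 h) was called at 8 h or 24 h without dim probes, with the error-weighted mean and without either 5 mM 3 h array, and at 3 h with the slide block and without 5 mM 3 h replicate 1. Tek was called at 8 h or 24 h with adjusted p, with the error-weighted mean and without either 5 mM 3 h array. Thbs1, which the paper's text places later, was called at 3 h. So was Csf1r, which the text places later while Additional file 11 gives it as called at 3 h.

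Of 52 testicular calls 49 were made. Hils1 at 24 h was called with the replicate block, adjusted p and the fit of 6 arrays, Klhl15 at 8 h with adjusted p and without either 5 mM 3 h array, and Prm1 at 24 h in the fit of 6 arrays. At these times at least 1 channel was not well above background for each of them.

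Of 138 kinase calls 128 were made. CDKL3 at 24 h (1.23) was called without dim probes, with adjusted p, the error-weighted mean and the fit of 6 arrays. CMPK2 at 8 h was called with the error-weighted mean. STC1 at 8 h (-1.04) was called with the replicate block, adjusted p, the error-weighted mean and without either 5 mM 3 h array. FN3K was called at 8 h with centred arrays, adjusted p and the fit of 6 arrays, and at 24 h in the fit of 6 arrays. AGK at 3 h was called in no setting, CDC42BPA at 3 h with the slide block and the error-weighted mean, and DLG2 at 8 h with centred arrays, adjusted p and the error-weighted mean, without dim probes and without either 5 mM 3 h array.

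The paper lists 4930443G12Rik, Pak7, Tas2r116, OTTMUSG00000010433 and 3 probes without a symbol as mid transient decreases at 8 h. The MAA channel was not well above background on either array and none was called, except with the error-weighted mean and without 5 mM 8 h replicate 2, which each call all 7.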

Other observations

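The tests of marks on the array and of the direction of the components were chosen after their results were seen. The others were chosen before.

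Calls at a single 5 mM time can arise from a change in the control cultures of that time. The control signal departed from the other times by more than the treated signal for 40.6% of probes called down at 3 h, 33.5% up and 28.9% down at 8 h, and 25.7% up at 24 h, which argues against a change in the untreated control cultures of that time as the source of most of these calls. For calls up at 3 h the share was 48.4% (95% interval 43.3 to 53.6) and for calls down at 24 h 52.0% (46.4 to 57.5). A response to MAA and a change in the controls cannot be told apart for these groups, because the intervals include 50%. For calls up at 3 h the median departure was -0.44 in the control and 0.42 in the treated channel, and the controls of the 1 mM arrays departed by -0.46, with the same sign for 97.8% of the probes in which the control departed more. For calls down at 24 h the median departure was 0.54 in the control and -0.45 in the treated channel, and the controls of the 1 mM arrays departed by 0.48, with the same sign for 95.3% of the probes in which it did. Time in culture is part of the design and stays open as a biological explanation.

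For the 534 early transient calls with no tested difference between 3 h and 8 h, a change just under the threshold at 8 h and a response that is fading cannot be told apart. At 8 h 94.9% of them moved in the same direction as at 3 h, but they were selected for 8 h values near their 3 h values, which largely fixes this share. Of all 719, which were not selected in this way, 91.4% moved in the same direction, as they would under either explanation.

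The axes of components 1 and 2 may turn with the processing because their shares are nearly equal. Over 24 settings with the same scaling the share of the dose direction on component 1 spanned 91.0 percentage points, with more of it on component 1 than on component 2 in 21 settings. With log2 ratios centred only, the shares were 44.3% and 32.2% and component 1 held 15.2% of it, so the axes also turned where the shares were less alike. No biological explanation was tested for the turning.

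Spots over 8-fold apart on an array and its partner were assigned to the one farther from the median of the other treatments' arrays. Replicate 1 of the 5 mM 8 h arrays held 57 such spots, and 12 of them had another within 5 positions in each direction. As many spots placed at random 1000 times gave a mean of 7.71 and at most 20. A local mark on the array and a chance position cannot be told apart for these spots as a whole, because 12 lies above the mean and within the range of random placements. For the 7 probes of the study's mid transient decreases that changed on this array alone, all 7 had another within that distance, against a mean of 0.121 and at most 4 at random. A local mark on the array is a candidate explanation for these 7. Their control signals were 156 to 1556 on this array and at most 5.24 on the partner, and no biological explanation was tested.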
